# Enhanced YB1/EphA2 axis signaling promotes acquired resistance to sunitinib and metastatic potential in renal cell carcinoma

**DOI:** 10.1038/s41388-020-01409-6

**Published:** 2020-08-19

**Authors:** Hailong Ruan, Sen Li, Lin Bao, Xiaoping Zhang

**Keywords:** Renal cell carcinoma, Cell migration

## Abstract

VHL mutations are the most common tumorigenic lesions in clear cell renal cell carcinoma (ccRCC) and result in continued activation of the HIF/VEGF pathway and uncontrolled cancer progression. Receptor tyrosine kinase (RTK) inhibitors such as sunitinib have been demonstrated to target tumorigenic signaling pathways, delay tumor progression, and improve patient prognosis in metastatic renal cell carcinoma (mRCC). Although several mechanisms of sunitinib resistance have been reported, the solutions to overcome this resistance remain unclear. In our study, we found that increased expression of Y-box binding protein 1 (YB1, a multidrug resistance associated protein) and EphA2 (a member of the erythropoietin-producing hepatocellular (Eph) receptor family, belonging to the RTK family) mediated sunitinib resistance and mRCC exhibited a large phenotypic dependence on YB1 and EphA2. In addition, our findings confirm that YB1 promotes the invasion, metastasis and sunitinib resistance of ccRCC by regulating the EphA2 signaling pathway. Furthermore, pharmacological inhibition of EphA2 through the small molecule inhibitor ALW-II-41-27 reduced the proliferation of sunitinib-resistant tumor cells, suppressed tumor growth in vivo, and restored the sensitivity of sunitinib-resistant tumor cells to sunitinib in vitro and in vivo. Mechanistically, YB1 increases the protein levels of EphA2 by maintaining the protein stability of EphA2 through inhibition of the proteasomal degradation pathway. Collectively, our findings provide the theoretical rationale that ccRCC metastasis and RTK-directed therapeutic resistance could be prospectively and purposefully targeted.

## Introduction

Clear cell renal cell carcinoma (ccRCC), the most prevalent subtype of renal cell carcinoma (RCC), is characterized by VHL mutations in 70–80% of cases, high metastasis rate and mortality, and resistance to radiotherapy and chemotherapy. It is estimated that more than 90% of cancer-related deaths are attributed to tumor metastasis [1]. The abundant vascularization surrounding ccRCC tissue provides a convenient medium for tumor spread and metastasis [2]. Although great progress has been made in recent years on the molecular mechanism of ccRCC metastasis, the crucial mechanism driving ccRCC metastasis remains unclear. Receptor tyrosine kinase (RTK) inhibitors such as sunitinib (SUN) have been approved for the first-line treatment of metastatic RCC (mRCC) [3, 4]. However, many patients with mRCC are unable to use such molecular-targeted drugs due to the presence of primary or acquired drug resistance [5]. Although several mechanisms of SUN resistance have been reported [6, 7], the specific solutions remain unclear. Therefore, the mechanisms of ccRCC metastasis and SUN resistance need to be urgently defined for the clinical development of new therapeutic targets.

Y-box binding protein 1 B1 (YB1), a member of the cold-shock domain protein family, has been reported to be highly expressed in a variety of malignancies including renal cancer [8–11]. As a DNA-binding protein, YB1 can increase the transcription of many genes, such as cyclin A [12] and topoisomerase IIa [13]. As an RNA-binding protein, YB1 can bind snail1 and HIF1α mRNA to activate their translation and promote tumor metastasis [14, 15]. Our group and others have confirmed that, in other malignancies, YB1 mainly functions to promote cancer metastasis and multidrug resistance [16, 17]. A previous study reported that YB1 is highly expressed in renal cancer and promotes tumor metastasis [11]. However, the crucial roles of YB1 in SUN resistance and the mechanisms by which YB1 promotes ccRCC metastasis have not been studied.

EphA2 (a member of the erythropoietin-producing hepatocellular (Eph) receptor family, belonging to the RTK family) is one of the most studied members of the Eph receptor family. In melanoma, EphA2 is overexpressed and mediates vemurafenib resistance [18]. EphA2 blockade was reported to overcome resistance to EGFR kinase inhibitors in lung cancer [19]. High EphA2 levels are correlated with poor prognosis in oesophageal cancers and glioblastomas and promote the proliferation and metastasis of various malignant tumor cells [20, 21]. Our previous study reported that EphA2 is highly expressed in ccRCC and promotes the migration and invasion of ccRCC cells [22]. High levels of EphA2 expression are correlated with tumor grade, increased vascularization, and poor overall survival (OS) in RCC [23]. The above studies show that EphA2 plays a crucial role in tumor metastasis and drug resistance. However, the mechanisms by which EphA2 plays a role in SUN resistance and EphA2 is overexpressed in ccRCC remain unclear.

In our study, we demonstrate for the first time that YB1 and EphA2 are highly expressed in SUN-resistant ccRCC cell lines and that the SUN-resistant phenotype is significantly dependent on high levels of YB1 and EphA2 expression. In addition, we found that YB1 could promote the invasion, metastasis, and SUN resistance of ccRCC, which could be neutralized by knockdown of EphA2. Furthermore, pharmacological inhibition of EphA2 by the small molecule inhibitor ALW-II-41-27 reduced the proliferation of SUN-resistant tumor cells, suppressed tumor growth in vivo, and restored the sensitivity of SUN-resistant tumor cells to SUN in vitro and in vivo. Mechanistically, YB1 increases the protein levels of EphA2 by maintaining the protein stability of EphA2 through inhibition of the proteasomal degradation pathway. These results demonstrated that YB1 and EphA2 might play roles as oncogenes and drug-resistant genes in the progression of ccRCC and provided a rationale for consideration of the combined treatments of YB1 and EphA2 as a novel therapeutic strategy for metastatic and SUN-resistant ccRCC.

## Results

### YB1 is highly expressed and positively correlated with epithelial–mesenchymal transition (EMT) in ccRCC

We first evaluated the expression of YB1 in ccRCC cancer tissues and adjacent normal tissues using the publicly available TCGA database. As shown in Fig. 1a, YB1 expression levels were higher in cancer tissues than in adjacent normal tissues, and high YB1 expression correlated with poor OS and disease-free survival (DFS). A previous study reported that YB1 promotes EMT and tumor metastases in breast cancer [14]. Thus, we analyzed the correlation between YB1 expression and EMT marker expression in ccRCC. Gene set enrichment analysis (GSEA) performed using the ccRCC gene pool in the TCGA database showed that genes regulated by high YB1 expression were mainly concentrated in the EMT pathway (Fig. 1b) [24]. Heat map and correlation analysis indicated that the expression of YB1 was positively correlated with the expression of mesenchymal markers (N-cadherin, vimentin, Snail1, Snail2, Twist1, Twist2, fibronectin, MMP2, and MMP9), but negatively correlated with the expression of epithelial markers (E-cadherin and occludin) (Fig. 1c, d). These results indicated that YB1 was highly expressed and might promote EMT in ccRCC.

**Fig. 1:**
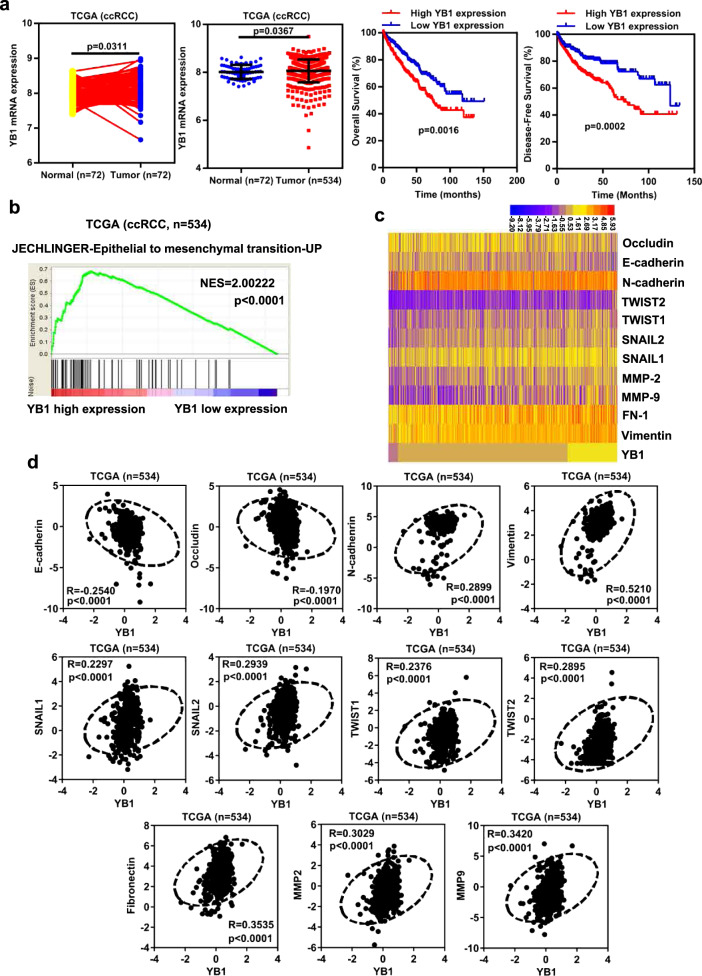
YB1 is highly expressed and positively correlated with epithelial–mesenchymal transition (EMT) in ccRCC. **a** YB1 mRNA levels were significantly upregulated in a TCGA dataset composed of 534 ccRCC tissues, including 72 paired tissues. Kaplan–Meier analysis of YB1 in ccRCC patients for OS and DFS. **b** GSEA analysis between YB1 mRNA levels and EMT signaling pathways. **c** Heat map depicting the association of YB1 with epithelial markers and mesenchymal markers. **d** Correlation analysis between YB1 and EMT markers.

### The expression of YB1 correlates with a wide range of clinicopathological parameters in ccRCC

To assess whether YB1 expression is correlated with clinicopathological parameters, we evaluated the correlation between YB1 expression and clinicopathological parameters (Table 1). After analyzing the TCGA data, we found no correlation between YB1 expression and patient age (Supplementary Fig. 1a), but YB1 expression was higher in male patients than in female patients (Supplementary Fig. 1b). High YB1 expression levels were also significantly associated with higher TNM stage, T stage, M stage, G stage, and poorer OS and DFS (Supplementary Fig. 1c, d, f–i). Surprisingly, the level of YB1 expression was not associated with lymph node metastasis (Supplementary Fig. 1e). The above data showed that the expression level of YB1 was correlated with various clinicopathological parameters in ccRCC.

**Table 1:** Correlation between YB1 mRNA expression and clinicopathological parameters of ccRCC patients.

Parameter	Number	YB1 mRNA expression		*P* value
		Low (*n* = 124)	High (*n* = 124)	
Age (years)				1
≥60	144	72	72	
<60	104	52	52	
Gender				0.0001
Male	151	61	90	
Female	97	63	34	
T stage				0.0098
T1 + T2	146	83	63	
T3 + T4	102	41	61	
Lymph node metastasis				0.0165
N0	233	121	112	
N1	15	3	12	
M stage				0.0262
M0	207	110	97	
M1	41	14	27	
Histologic grade				0.0014
G1 + G2	111	68	43	
G3 + G4	137	56	81	
Pathologic stage				0.0009
p I + II	134	80	54	
p III + IV	114	44	70	

### YB1 accelerates the mobility of human renal cancer cells in vitro

To further validate the TCGA cancer database results, ccRCC tissues were subjected to western blotting and immunohistochemistry (IHC) analysis (Fig. 2a, b). All results confirmed that YB1 expression in ccRCC tissues was higher than that in corresponding normal tissues, consistent with the results of the TCGA database analysis. Next, we examined the expression of YB1 in renal cancer cell lines and found that the increased expression of YB1 in tumor cells was consistent with the results of the ccRCC tissues (Fig. 2c). Since YB1 was positively correlated with EMT, we speculated that YB1 might promote cell migration and invasion in ccRCC. We successfully constructed 786-O and ACHN cell lines with stable YB1 knockdown or stable YB1 overexpression (Fig. 2d, e). Cell scratch assay results showed that the knockdown of YB1 expression inhibited cell migration, while the overexpression of YB1 accelerated cell migration (Fig. 2f, g). In line with our expectations, the results of the transwell migration and invasion experiments were consistent with the experimental results of the scratch assays (Fig. 2h, i). To investigate the effect of VHL on the YB1/EphA2 axis, we also included Caki-1 cells, a cell line identified as VHL wild type, in our experiments. As shown in Supplementary Fig. 2a, VHL knockdown did not affect the expression of YB1 or EphA2 in Caki-1 cells. Moreover, stable knockdown or overexpression of YB1 in Caki-1 cells resulted in a phenotype similar to that of 786-O and ACHN cells (Supplementary Fig. 2b, c). These findings indicated that YB1 promoted the migration and invasion of renal cancer cells in vitro.

**Fig. 2:**
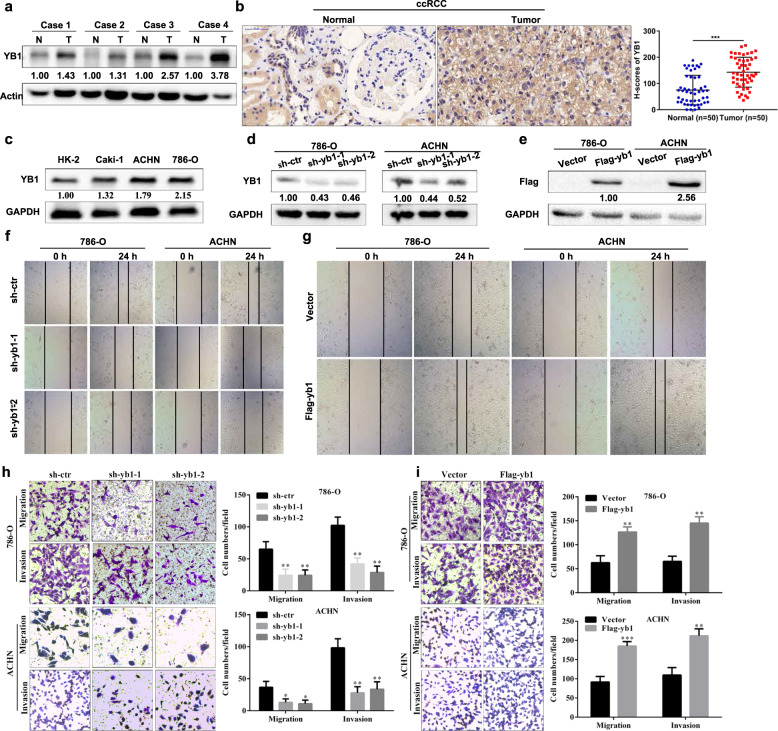
YB1 accelerates the mobility of human renal cancer cells in vitro. **a**, **b** Western blot and immunohistochemical analysis of YB1 expression in ccRCC tissues (N normal tissues, T tumor tissues). *H*-scores of YB1 immunohistochemical staining were presented. The values indicate protein expression levels relative to actin levels. **c** Western blot analysis of YB1 expression in renal normal epithelial cells (HK-2) and tumor cells (Caki-1, ACHN, 786-O). The values indicate protein expression levels relative to GAPDH levels. **d**, **e** Western blot validation of stable YB1 knockdown or overexpression in the indicated cell lines. The values indicate protein expression levels relative to GAPDH levels. **f**, **g** Scratch experimental analysis of the effect of stable YB1 knockdown or overexpression on cell migration. **h**, **i** Transwell experimental analysis of the effect of stable YB1 knockdown or overexpression on cell migration and invasion (***P < 0.001, **P < 0.01, *P < 0.05, compared with the corresponding control).

### YB1 positively regulates tumor metastasis and drug resistance signaling pathways

The positive correlation between YB1, metastasis, and EMT signaling pathways suggests that YB1 may function via these pathways. 

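The sequenced cells are of an established human cell line derived from clear cell renal cell carcinoma. A small hairpin RNA (shRNA) is processed by the cell into a short interfering RNA that lowers the mRNA it matches. Stable knockdown cells were made with lentivirus carrying an shRNA against YB1 (shYB1), and control cells with a vector carrying a nonsense shRNA. RNA was collected 7 days after puromycin selection, and the labels of the libraries give passages 16 to 18. Each of the 2 conditions had 3 libraries, and the labels number the replicates 1 to 3 in both. The text of the deposited series speaks of several independent shRNAs against YB1, whereas the labels and the paper give a single shYB1 group, and the 3 shYB1 libraries were treated as replicates of that group. The methods call them 3 duplicate samples and do not say whether each came from a separate infection with lentivirus. If they did not, the p-values here measure the spread between cultures of the same line, not between separately infected lines. The authors deposited, for each library, a normalized value per gene in FPKM, the number of fragments per kilobase of transcript relative to the mapped fragments of the library. The table lists 20030 genes with their GO terms and KEGG pathways, of which 4042 are listed at 0 in all 6 libraries. The paper's text does not name the aligner, the quantification tool, the genome build or the test used for sequencing, and its methods select genes on a mean fold change of 2 and a P value under 0.05. FPKM totals over the listed genes were 282736, 283501 and 295887 in vector replicates 1 to 3 and 285094, 288536 and 290881 in shYB1 replicates 1 to 3. FPKM hold no fragment counts, so the sequencing depth of each library is unknown. The spacing of values under 0.08 FPKM gave only the depth of each library relative to shYB1 replicate 1, which was 1.10, 1.04 and 0.989 in vector replicates 1 to 3, 1.06 in shYB1 replicate 2 and 0.980 in shYB1 replicate 3. For testing, FPKM were used as deposited, a pseudocount of 0.1 was added before taking log2, and the 10439 genes with a mean of at least 1 FPKM over the 6 libraries were kept. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. Choices that changed numbers include the pseudocount, the filter on low values, the scaling of the libraries, the fold change limit, the variance prior and the libraries included.
The mRNA of the targeted gene, YBX1, which encodes YB1, was measured first as a check of the labels. YBX1 lies on chromosome 1 of GRCh38 from 42682427 to 42702349 on the plus strand, and its representative transcript has 8 exons and 1514 nucleotides. Its FPKM were 366.5, 372.8 and 377.9 in the vector libraries and 166.7, 165.9 and 173.3 in the shYB1 libraries. The means were 372 ± 5.70 (SD, n = 3) and 169 ± 4.04 (SD, n = 3). The log2 fold change was −1.14 (standard error 0.031, adjusted p = 1.53e-08 from limma's moderated test with Benjamini-Hochberg adjustment). All 3 shYB1 libraries lay below all 3 vector libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).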

To validate this hypothesis, we performed high-throughput mRNA sequencing in 786-O cells with stable YB1 knockdown. The results of high-throughput sequencing are plotted as a heat map (Fig. 3a). 

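The paper's text does not state which genes the heat map shows. Clustering on genes selected for a difference would separate the groups by construction. Distances between the libraries were therefore taken here over all 10439 genes tested. The Euclidean distance of log2(FPKM + 0.1) averaged 17.4 ± 0.507 (SD, 6 pairs) between libraries of the same group and ranged from 16.6 to 18.0. Between vector and shYB1 libraries it averaged 24.8 and ranged from 23.8 to 25.6 over 9 pairs, so every distance between the groups exceeded every distance within them. The mean distance between groups was 1.42 times the mean distance within groups, the largest ratio among the 10 ways of splitting the 6 libraries into 3 and 3 (exact permutation test, p = 0.1, the smallest p that the design allows). The next largest ratio among the splits was 0.976. Each of the other splits mixes vector and shYB1 libraries, so its low ratio follows from the separation of the real groups and adds no further evidence. The filter on low values moved the ratio of the real groups most, to 1.73 with genes of at least 5 FPKM and to 1.16 with no filter. Pearson's correlation across genes was 0.9952 to 0.9959 between libraries of the same group and 0.9908 to 0.9919 between vector and shYB1 libraries.

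**Figure D1:**
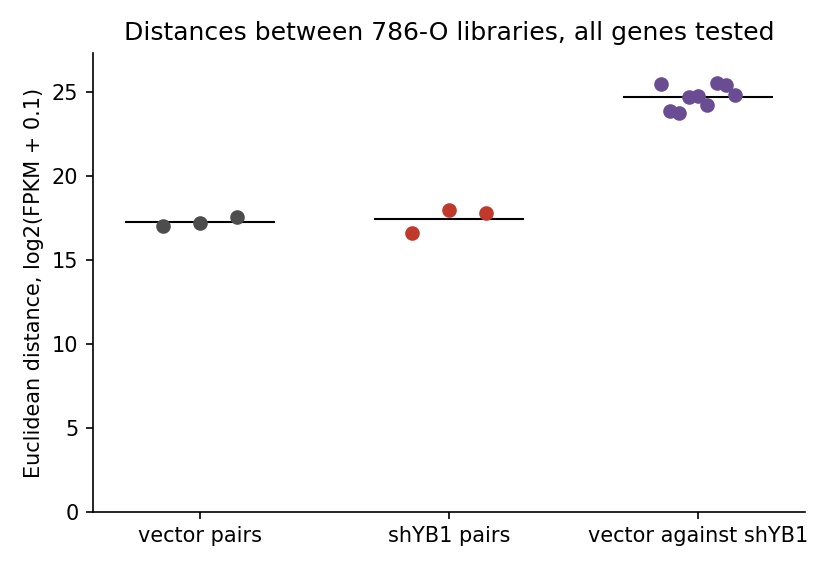
Euclidean distance of log2(FPKM + 0.1) between pairs of libraries over the 10439 genes tested, with each point a pair of libraries and the line the mean. The 9 pairs of a vector with an shYB1 library lie between 23.8 and 25.6, above the 6 pairs within groups, which lie between 16.6 and 18.0.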

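Expression in the 3 shYB1 and 3 vector libraries was compared with limma's moderated test, with a variance prior that follows mean expression, over the 10439 genes tested. By the screening criteria of the paper's methods, an unadjusted p under 0.05 and a fold change of at least 2, 19 genes were lower and 4 genes were higher in shYB1 cells. The 19 lower genes include YBX1, the target of the shRNA. All 23 also had an adjusted p under 0.05 by the same limma test with Benjamini-Hochberg adjustment, and in each of them all 3 shYB1 libraries lay on the same side of all 3 vector libraries. The largest falls were in CRIP1, WFDC2, IFITM1, FGG and MMP7, with log2 fold changes of −2.13 (standard error 0.43), −1.66 (standard error 0.18), −1.57 (standard error 0.14), −1.42 (standard error 0.077) and −1.31 (standard error 0.043). MMP7 had the highest expression of these, at 79.0 ± 2.48 FPKM in vector cells (SD, n = 3) and 31.7 ± 1.62 FPKM in shYB1 cells (SD, n = 3). CRIP1 was the most variable, at 3.99, 3.51 and 1.34 FPKM in the vector libraries and 0.365, 0.716 and 0.561 FPKM in the shYB1 libraries. The 4 higher genes were KRT81, SIGLEC15, ANGPTL4 and IL11, with log2 fold changes of 1.34 (standard error 0.097), 1.23 (standard error 0.26), 1.02 (standard error 0.10) and 1.01 (standard error 0.11). KRT81 shares 43.7% of the 50-base words of its transcripts with other keratin genes, so its value is uncertain.
With no limit on the fold change, 723 genes were lower and 1956 higher in shYB1 cells at an adjusted p under 0.05 from limma, and higher genes made up 73.0% of these calls. After the libraries were rescaled by median-of-ratios size factors, the calls were 1253 lower and 1192 higher, and higher genes made up 48.8%. After rescaling to a common total they were 778 lower and 1934 higher, and higher genes made up 71.3%. The median absolute log2 fold change of the 2679 genes called was 0.25. Whether changes of this size exceed those between separately infected lines cannot be told, since the origin of the replicates is not stated. The groups did not overlap in 4443 genes, or 42.6% of those tested, against 10% by chance for 3 libraries against 3. With a fold change limit of 1.5 in place of 2, 60 genes were lower and 59 higher, the largest move among the alternatives set before the data were examined. With no filter on low values, 50 genes were lower and 35 higher, and 61 of these 85 genes (71.8%) had a mean under 1 FPKM.
With the replicate number as a block in the limma model, 19 genes were lower and 4 higher by the screening criteria, and 760 were lower and 2074 higher at an adjusted p under 0.05. To check the pairing, the deviations of the libraries from their group means were correlated across genes, which are not independent replicates. The correlation was between −0.169 and −0.00824 for the 3 pairs of libraries with the same number, with a mean of −0.0787, and between −0.0507 and 0.113 for the 6 pairs with different numbers, with a mean of 0.0393.

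**Figure D2:**
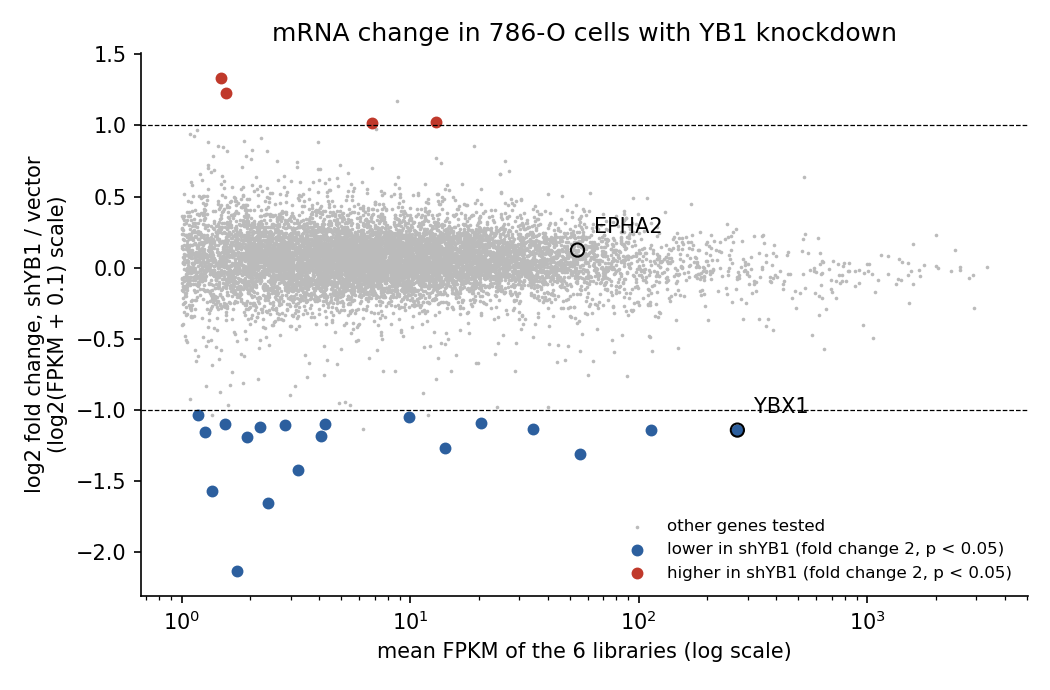
The log2 fold change between shYB1 and vector cells (vertical axis, log2(FPKM + 0.1) scale) against the mean FPKM of the 6 libraries (horizontal axis, log scale) for the 10439 genes tested. Blue points are the 19 genes lower and red points the 4 genes higher by the screening criteria, dashed lines mark a fold change of 2, and circles mark YBX1 and EPHA2; grey points beyond the dashed lines had an unadjusted p of 0.05 or more.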

Volcano plots show upregulated and downregulated genes in 786-O cells with YB1 knockdown according to the screening criteria (Fig. 3b). Subsequently, GO analysis revealed that genes downregulated by YB1 knockdown were involved in the cell surface receptor signaling pathway (Fig. 3c). 

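The GO terms were taken from the deposited table, and the 30 terms of Fig. 3c were tested with a one-sided Fisher's exact test among the genes lower in shYB1 cells by the screening criteria. Of the 19 lower genes, 8 carry a GO term in the table, and the background was the 8657 tested genes that carry one. The cell surface receptor signaling pathway has 49 genes in this background. Among the lower genes, 1 belonged to it, IFITM1, against 0.0453 expected by chance (p = 0.0444, adjusted p = 0.190 by Fisher's exact test with Benjamini-Hochberg adjustment over the 30 terms). IFITM1 fell from 2.07 ± 0.125 FPKM in vector cells (SD, n = 3) to 0.636 ± 0.128 FPKM in shYB1 cells (SD, n = 3). With a pseudocount of 1 in place of 0.1, IFITM1 no longer met the criteria, no lower gene belonged to the term, and the adjusted p from Fisher's exact test was 1. Of the 30 terms, 5 had an adjusted p under 0.05 by this test, the immune response first, with 3 of the 8 lower genes (adjusted p = 0.000757). The 8 include YBX1, the target of the shRNA. YBX1 is 1 of the 3 lower genes behind another of the 5 terms, the extracellular region (adjusted p = 0.0281 by Fisher's exact test). A rank-based test over all genes tested (limma camera) gave an adjusted p of 0.515 for the cell surface receptor signaling pathway and of 0.00293 for the immune response, both toward lower expression. With the replicate number as a block, these values were 0.416 and 0.00293 with limma camera, and the value from Fisher's exact test for the cell surface receptor signaling pathway was 0.190.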

KEGG enrichment analysis indicated that the downregulated genes in YB1 knockdown cells were enriched in multiple signaling pathways, such as drug resistance, protein folding and degradation, cell motility, cell growth, and cell death (Fig. 3d). 

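The KEGG pathways in the deposited table were grouped by hand into the 30 classes of Fig. 3d, and each class was tested with a one-sided Fisher's exact test. Of the 19 genes lower in shYB1 cells, 15 carry a KEGG pathway, and the tested genes that carry one formed the background. The drug resistance class has 159 genes in this background. It held 2 lower genes, BIRC3 and IL1B, against 0.574 expected by chance (p = 0.110, adjusted p = 0.360 by Fisher's exact test with Benjamini-Hochberg adjustment over the 30 classes). Cell motility held 2 lower genes, BDKRB1 and BDKRB2, against 0.502 expected (p = 0.0879, adjusted p = 0.360 by the same Fisher's exact test). Cell growth and death held 2 lower genes against 1.57 expected (adjusted p = 0.841 by the same test), and folding, sorting and degradation held 1 against 1.5 expected (adjusted p = 1 by the same test). BDKRB2 had 5.80 ± 0.0310 FPKM in vector cells and 2.65 ± 0.0892 FPKM in shYB1 cells (SD, n = 3 each). BDKRB1, with 2.15 ± 0.634 FPKM in vector cells and 0.948 ± 0.283 FPKM in shYB1 cells (SD, n = 3 each), varied more between replicates. In 5 of the 30 classes the adjusted p from Fisher's exact test was under 0.05. The immune system came first, with 12 of the 15 lower genes (adjusted p = 1.01e-07), followed by immune diseases with 4 genes (adjusted p = 0.00736), infectious diseases with 9 (adjusted p = 0.00909), the sensory system with 3 (adjusted p = 0.0104) and signaling molecules and interaction with 4 (adjusted p = 0.0302). For drug resistance, the filter on low values moved the adjusted p most toward the threshold, to 0.115 with no filter. The range was 0.115 to 1 over the alternatives of this Fisher's exact test and the rank-based test. Without shYB1 replicate 2, drug resistance and cell motility each held 1 lower gene, and cell motility also held 1 without vector replicate 1. In the other fits that left out a library, each of these classes held 2. With a pseudocount of 1, drug resistance held 1 and cell motility 0.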

Collectively, these findings suggested that YB1 might positively regulate tumor metastasis and drug resistance signaling pathways.

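Tests that do not depend on a fold change limit were run over the same KEGG classes. At an adjusted p under 0.05 from limma, 19 of the 159 tested genes of the drug resistance class were lower in shYB1 cells and 39 were higher. Of the 139 tested genes of the cell motility class, 7 were lower and 31 higher by the same limma test. These counts depend on the scaling: after median-of-ratios rescaling, 29 genes of the drug resistance class were lower and 26 higher, and 14 of the cell motility class were lower and 20 higher. The rank-based test of all genes in each class (limma camera, Benjamini-Hochberg adjustment over the 30 classes) gave an adjusted p of 0.673 for drug resistance, toward lower expression, and of 0.673 for cell motility, toward higher expression. With the replicate number as a block, both values were 0.684 with limma camera. By the same test, 3 classes shifted toward lower expression relative to the other genes at an adjusted p under 0.05. These were immune diseases (adjusted p = 6.20e-05), signaling molecules and interaction (adjusted p = 0.0181) and the immune system (adjusted p = 0.0233 with limma camera, and 0.0328 with the block). At an adjusted p under 0.05 from limma, the lower and higher genes were 30 and 14 in immune diseases, 40 and 37 in signaling molecules and interaction, and 95 and 86 in the immune system, whose median log2 fold change was 0.015. After median-of-ratios rescaling they were 36 and 8, 52 and 26, and 123 and 53. From the GO terms and KEGG classes of the genes lower in shYB1 cells (Fig. 3c, d), the paper proposes that YB1 positively regulates signaling pathways of metastasis and drug resistance.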

**Fig. 3:**
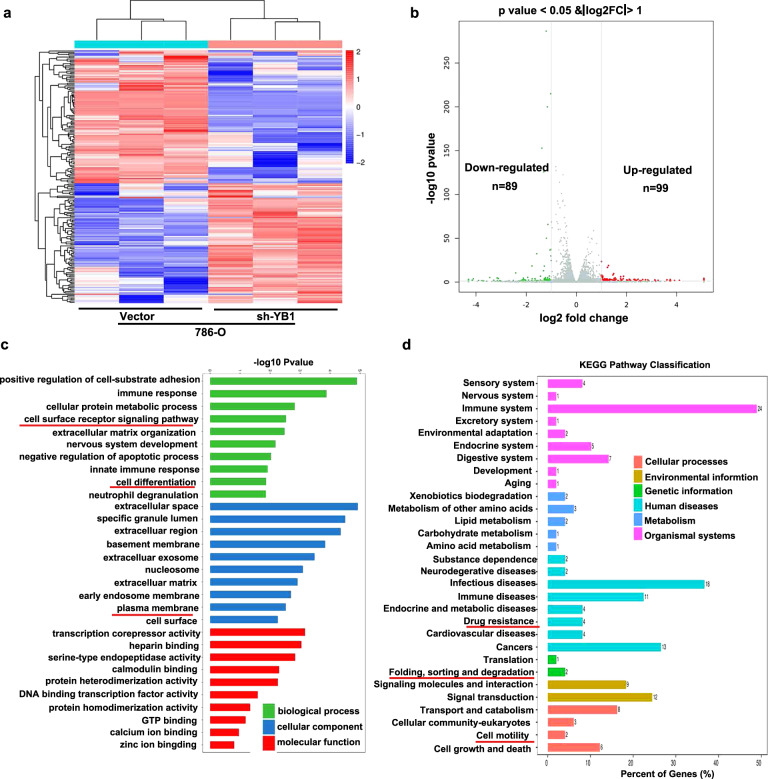
YB1 positively regulates tumor metastasis and drug resistance signaling pathways. **a** Heat map of mRNA sequencing results in YB1 knockdown and control cells. **b** Volcano map reveals up- and downregulated genes in 786-O cells with YB1 knockdown. **c** GO analysis showed that genes downregulated by YB1 knockdown were involved in the cell surface receptor signaling pathway. **d** KEGG analysis of genes downregulated by YB1 knockdown.

### YB1 is positively correlated with the expression of EphA2 and can significantly rescue the EphA2 knockdown phenotype

Our previous study found that EphA2 expression was elevated and that high EphA2 expression contributed to cell migration and invasion in renal cancer [22]. Our findings indicated that both YB1 and EphA2 could promote the invasion and metastasis of renal cancer cells, but the regulatory network between them remained unclear. Our RNA-sequencing results showed that genes downregulated by YB1 knockdown were involved in the cell surface receptor signaling pathway (Fig. 3c), and EphA2 is a key molecule in the cell surface receptor signaling pathway. 

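In the deposited table, the GO term of the cell surface receptor signaling pathway is given to 131 genes, of which the 49 with a mean of at least 1 FPKM were tested. At an adjusted p under 0.05 from limma, 4 of the 49 genes were lower in shYB1 cells and 3 were higher, and after median-of-ratios rescaling 7 were lower and 3 higher. Their log2 fold changes ranged from −1.57 to 0.45 with a median of 0.020, and 21 of the 49 were below 0. EPHA2, the gene of EphA2, lies on chromosome 1 of GRCh38 from 16124337 to 16156087 on the minus strand, and its representative transcript has 17 exons and 3964 nucleotides. The table's annotation gives EPHA2 5 KEGG pathways, which are MAPK, Ras, Rap1 and PI3K-Akt signaling and axon guidance, and 0 GO terms, so EPHA2 does not enter the GO test. EPHA2 was not among the 19 genes lower in shYB1 cells by the screening criteria.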

The above results indicate the possibility that YB1 may be an upstream regulatory element of EphA2. To understand the specific relationship between YB1 and EphA2, we performed immunohistochemical staining of YB1 and EphA2 using tissue microarrays (TMAs) with 50 pairs of ccRCC tissues. TMA staining results showed that both YB1 and EphA2 were upregulated in ccRCC, and YB1 was positively correlated with EphA2 in tumor tissues (*r* = 0.3374, *P* = 0.0166) (Supplementary Fig. 3a). Moreover, by analyzing the TCGA database, we found that EphA2 is highly expressed and correlated with various clinicopathological parameters in ccRCC, including gender, T stage, G stage, and TNM stage (Table 2 and Supplementary Fig. 4a–h). GSEA analysis showed that genes regulated by high EphA2 were enriched in cell migration, EMT, and multicancer invasiveness signature signaling pathways (Fig. 4a). Therefore, we analyzed the relationship between EphA2 and EMT markers using the TCGA database and found that EphA2 was positively correlated with mesenchymal markers, including N-cadherin, vimentin, SNAIL1, MMP2, TWIST1, and TWIST2 (Supplementary Fig. 5a). Subsequently, we demonstrated that knockdown or overexpression of YB1 could downregulate or upregulate EphA2 expression in human renal cancer cells, respectively (Fig. 4b–d). Knockdown of EphA2 expression inhibited cell migration and invasion in human renal cancer cells (Fig. 4e, f). The above results raised the possibility that YB1 might directly or indirectly regulate EphA2 expression. To test this possibility, we performed YB1 rescue experiments in EphA2 knockdown cells and corresponding control cells. As shown in Fig. 4g–i, YB1 not only restored EphA2 protein expression but also rescued the metastatic phenotype of EphA2 knockdown in human renal cancer cells. In addition, we observed a similar rescue phenotype in Caki-1 cells (Supplementary Fig. 2d). These results suggested that YB1 regulated the migration and invasion of renal cancer cells via EphA2 signaling.

**Table 2:** Correlation between EphA2 mRNA expression and clinicopathological parameters of ccRCC patients.

Parameter	Number	EphA2 mRNA expression		*P* value
		Low (*n* = 260)	High (*n* = 261)	
Age (years)				
<60	241	116	125	
≥60	280	144	136	0.453
Gender				
Male	339	182	157	
Female	182	78	104	0.018
T stage				
T1 + T2	333	153	180	
T3 + T4	188	107	81	0.016
N stage				
N0 + NX	506	251	255	
N1	15	9	6	0.427
M stage				
M0 + MX	443	216	227	
M1	78	44	34	0.213
G stage				
G1 + G2	241	105	136	
G3 + G4	280	155	125	0.007
TNM stage				
I + II	315	144	171	
III + IV	206	116	90	0.018

**Fig. 4:**
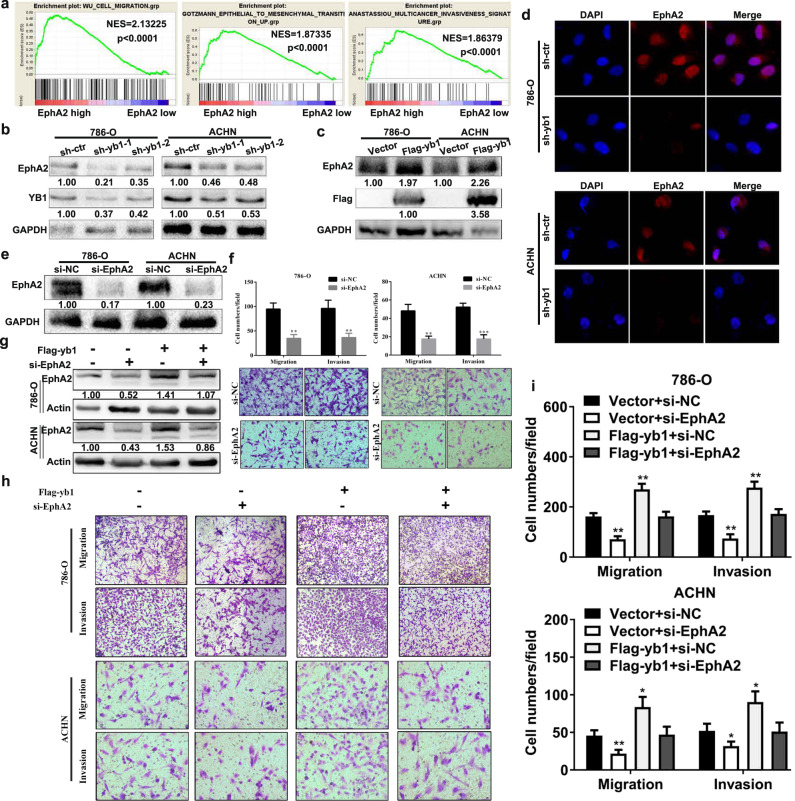
The effect of EphA2 expression on tumor cell migration and invasion. **a** GSEA analysis between EphA2 mRNA levels and metastasis-related signaling pathways. **b**, **c** Western blot analysis of YB1 and EphA2 proteins in 786-O and ACHN cells with YB1 knockdown or overexpression. The values indicate protein expression levels relative to GAPDH levels. **d** Immunofluorescence analysis of the EphA2 protein in 786-O and ACHN cells with YB1 knockdown. **e**, **f** Transwell analysis of the effect of EphA2 knockdown on renal cancer cell migration and invasion. The values indicate protein expression levels relative to GAPDH levels. **g** Western blot analysis of YB1 and EphA2 protein expression in 786-O and ACHN cells with YB1 overexpression/EphA2 knockdown or vector/EphA2 knockdown. The values indicate protein expression levels relative to GAPDH levels. **h**, **i** Transwell analysis of the migration and invasion capability of 786-O and ACHN cells with YB1 overexpression/EphA2 knockdown or vector/EphA2 knockdown (***P < 0.001, **P < 0.01, *P < 0.05, compared with the corresponding control).

### YB1 maintains the protein stability of EphA2 by inhibiting the proteasome degradation pathway

Our previously mentioned results suggested that YB1 could regulate EphA2 expression and rescue the EphA2 knockdown phenotype. However, the specific mechanism by which YB1 regulates EphA2 remains unknown. To solve this problem, we first searched the promoter region of EphA2 and found that the EphA2 proximal promoter region (−1 to −2000 kb upstream of the transcription start site) contained three Y-Box putative binding sequences (ATTGG/CCAAT) (Fig. 5a). Next, the EphA2 proximal promoter region was divided into six promoter fragments (P1–P6, as indicated). Then, chromatin immunoprecipitation (ChIP) experiments were performed in 786-O cells and the results showed that YB1 could not bind to any promoter fragment, including the fragments containing the Y-Box sequences (Fig. 5b). Moreover, our high-throughput sequencing results confirmed that knockdown of YB1 did not significantly change the levels of EphA2 mRNA (data not shown). In addition, the results of TMA staining confirmed a positive correlation between YB1 and EphA2 protein expression in ccRCC tissues (Supplementary Fig. 3a). These results showed that YB1 could not regulate EphA2 expression at the transcriptional level, suggesting that YB1 might control EphA2 expression by regulating the stability of the EphA2 protein.

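EPHA2 had 51.1, 51.4 and 52.7 FPKM in vector replicates 1 to 3 and 57.0, 56.0 and 56.0 FPKM in shYB1 replicates 1 to 3. The means were 51.7 ± 0.832 FPKM (SD, n = 3) and 56.3 ± 0.579 FPKM (SD, n = 3). The log2 fold change was 0.12 (standard error 0.032, 95% confidence interval 0.053 to 0.19), toward higher expression in shYB1 cells, with an adjusted p of 0.0178 from limma with Benjamini-Hochberg adjustment over all genes tested. The difference was larger than the spread between replicates, and all 3 shYB1 libraries lay above all 3 vector libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With the replicate number as a block, the log2 fold change was 0.12 and the adjusted p from limma 0.0188. The call was near the threshold, and the adjusted p from limma was 0.05 or more in 7 of 15 alternatives. Of these, 2 used another scaling, 1 a variance prior without trend and without the robust option, and 4 left one library out. After rescaling by median-of-ratios size factors, the log2 fold change was 0.068 with an adjusted p of 0.116 from limma, within a range of 0.0128 to 0.116 over the alternatives tried. The fold change of EPHA2 did not reach the limit of 2 that the paper's methods set for differentially expressed genes. Under FPKM as deposited, the median log2 fold change of all genes tested was 0.055.

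**Figure D3:**
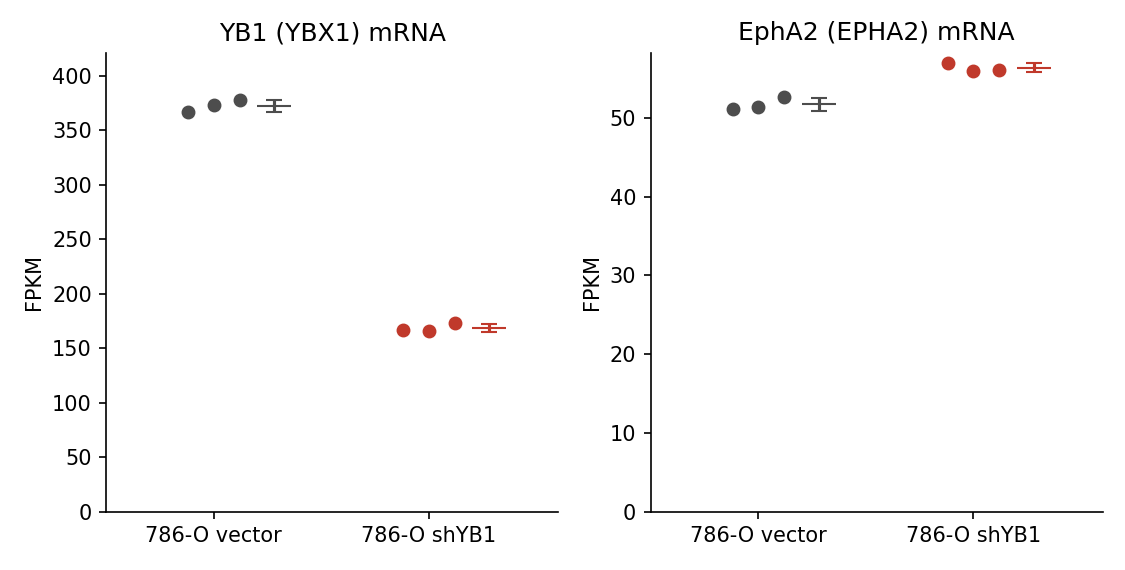
FPKM (vertical axes, starting at 0) of YBX1 and EPHA2 in 3 vector and 3 shYB1 libraries. Each point is a library, and the bar and whiskers beside the points give the mean and SD; EPHA2 lies at 51.1 to 52.7 FPKM in vector cells and at 56.0 to 57.0 FPKM in shYB1 cells.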

**Fig. 5:**
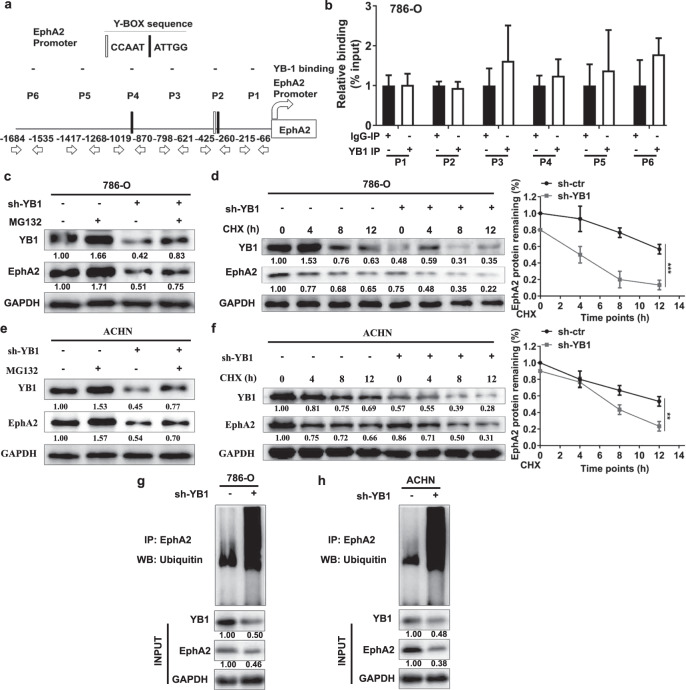
YB1 maintains the protein stability of EphA2 by inhibiting the proteasome degradation pathway. **a** The human EphA2 proximal promoter region [−1 to −2 kb upstream of the transcription start site (TSS)] had three Y-Box sequences (CCAAT/ATTGG). **b** ChIP analysis of YB1 for the EphA2 promoter region in 786-O cells. ChIP assays were performed using anti-IgG and anti-YB1 antibodies. **c** EphA2 protein accumulation was analyzed after treatment with MG132 in YB1 knockdown 786-O cells. The values indicate protein expression levels relative to GAPDH levels. **d** After cycloheximide (CHX) treatment, the half-life of EphA2 protein was analyzed in 786-O cells (vector and shYB1). The values indicate protein expression levels relative to GAPDH levels. **e** EphA2 protein accumulation was analyzed after treatment with MG132 in YB1 knockdown ACHN cells. The values indicate protein expression levels relative to GAPDH levels. **f** After cycloheximide (CHX) treatment, the half-life of EphA2 protein was analyzed in ACHN cells (vector and shYB1). The values indicate protein expression levels relative to GAPDH levels. **g**, **h** Co-IP analysis of ubiquitination modification of EphA2 in 786-O and ACHN cells (vector and shYB1). The values indicate protein expression levels relative to GAPDH levels. (***P < 0.001, **P < 0.01, compared with the corresponding control).

We used the proteasome inhibitor MG132 to explore the mechanisms of YB1-dependent EphA2 protein stabilization. Treatment of YB1 knockdown 786-O and ACHN cells with MG132 increased EphA2 protein accumulation (Fig. 5c, e), indicating constitutive EphA2 degradation in YB1 knockdown 786-O and ACHN cells. Accordingly, we used cycloheximide to inhibit protein synthesis in 786-O and ACHN cells with stable YB1 knockdown, and EphA2 protein turnover was examined over time. Compared with that of the corresponding control cells, the half-life of EphA2 was dramatically reduced in 786-O and ACHN cells with stable YB1 knockdown (Fig. 5d, f). Furthermore, we also explored the effect of YB1 on the ubiquitin modification of EphA2 protein, and the experimental results showed that YB1 knockdown increased the ubiquitin modification of EphA2 protein in 786-O and ACHN cells (Fig. 5g, h). Taken together, these findings indicated that YB1 maintained the stability of EphA2 protein by inhibiting the proteasome degradation pathway.

### YB1 induces SUN resistance by mediating EphA2 signaling in vitro

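The KEGG drug resistance class of the sequencing data is made of 4 pathways. The sequenced cells were not the sunitinib-resistant lines of this section, and no sunitinib treatment is stated for them. Their values therefore do not test sunitinib resistance. Platinum drug resistance has 57 tested genes, of which BIRC3 was lower in shYB1 cells by the screening criteria, and 6 were lower and 12 higher at an adjusted p under 0.05 from limma. Antifolate resistance has 25 tested genes, of which IL1B was lower by the screening criteria, and 4 were lower and 5 higher at an adjusted p under 0.05. No gene passed the screening criteria in EGFR tyrosine kinase inhibitor resistance, where 6 of 60 tested genes were lower and 14 higher at an adjusted p under 0.05 from limma, or in endocrine resistance, where 7 of 69 were lower and 17 higher. After median-of-ratios rescaling, the lower and higher genes were 11 and 6 for platinum drug resistance, 4 and 3 for antifolate resistance, 11 and 11 for EGFR tyrosine kinase inhibitor resistance, and 11 and 12 for endocrine resistance. BIRC3 fell from 28.0 ± 0.519 FPKM in vector cells (SD, n = 3) to 13.1 ± 0.715 FPKM in shYB1 cells (SD, n = 3), a log2 fold change of −1.09 (standard error 0.047, adjusted p = 4.74e-07 from limma). IL1B had lower values, at 1.66, 1.56 and 1.58 FPKM in the vector libraries and 0.960, 0.471 and 0.831 FPKM in the shYB1 libraries, a log2 fold change of −1.04 (standard error 0.20, adjusted p = 0.00592 from limma). With genes of at least 5 FPKM only, IL1B was not tested.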

KEGG analysis of our RNA-sequencing results showed that YB1-mediated genes could be enriched in drug resistance signaling pathways (Fig. 3d). Moreover, YB1 has been reported to mediate drug resistance in multiple malignancies [16, 25], while EphA2, a member of the RTK family, has been reported to directly mediate resistance to RTK inhibitors in multiple malignancies [18, 19]. However, whether they mediate SUN resistance in kidney cancer remains unclear. GSEA analysis by using the ccRCC gene pool from TCGA database indicated that genes upregulated by high YB1 and EphA2 expression were enriched in the multiple-drug-resistance pathway, and genes upregulated by high EphA2 expression were enriched in renal cell-carcinoma pathway (Fig. 6a). We have previously successfully established SUN-resistant kidney cancer cell lines [26]. Western blot analysis revealed that the expression levels of YB1 and EphA2 were significantly higher in SUN-resistant cells than in the parental cells (Fig. 6b). Next, we examined YB1- and EphA2-mediated SUN sensitivity. Knockdown of YB1 increased the sensitivity of SUN-resistant cells to SUN (Fig. 6c). Similarly, knockdown of EphA2 also increased the sensitivity of SUN-resistant cells to SUN (Fig. 6d). Moreover, rescue experiments showed that the compromised resistance phenotype by EphA2 knockdown could be restored by the reintroduction of YB1 in SUN-resistant cells (Fig. 6e). These results indicated that YB1-mediated SUN resistance by modulating EphA2 signaling in human renal cancer cells.

**Fig. 6:**
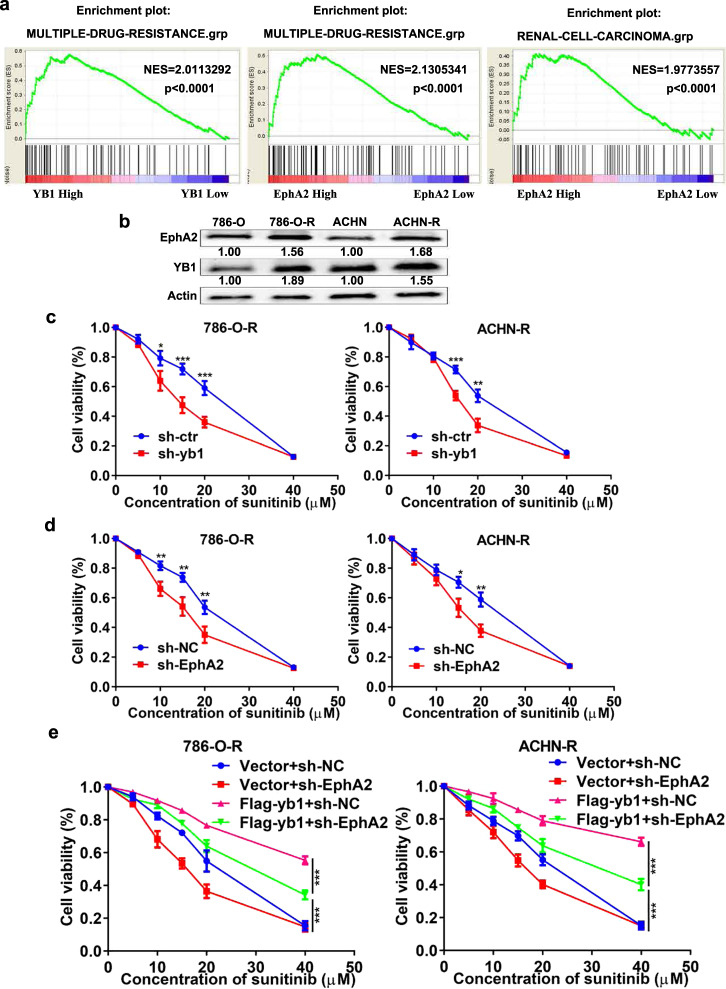
YB1 induces sunitinib resistance by mediating EphA2 signaling in vitro. **a** GSEA analysis between YB1 and EphA2 mRNA levels and multiple-drug resistance signaling pathways. **b** Western blot analysis of YB1 and EphA2 protein expression in parental and sunitinib-resistant cells. The values indicate protein expression levels relative to actin levels. **c** CCK8 assay analysis for the effect of YB1 knockdown on the sensitivity of sunitinib-resistant cells to sunitinib treatment. **d** CCK8 assay analysis for the effect of EphA2 knockdown on the sensitivity of sunitinib-resistant cells to sunitinib treatment. **e** CCK8 assay analysis for the sensitivity to sunitinib treatment of 786-O-R and ACHN-R cells with YB1 overexpression/EphA2 knockdown or vector/EphA2 knockdown (***P < 0.001, **P < 0.01, *P < 0.05, compared with the corresponding control).

### Pharmacological inhibition of EphA2 reduces the growth of SUN-resistant cells via the ERK/AKT/STAT3 signaling pathway in vitro

Considering the potential roles of EphA2 in maintaining cell growth and in mediating SUN resistance, small molecule inhibitors of EphA2 could serve as a stepping stone for the transition from cell assays to clinical drug trials. To this end, we screened the EphA2 inhibitor ALW-II-41-27 (ALW) from the kinase inhibitor library. The chemical structures of ALW and SUN are shown in Fig. 7a, b. ALW effectively inhibited the growth of SUN-resistant and parental kidney cancer cells, and the inhibitory effect on SUN-resistant cells (high EphA2) was more obvious (Fig. 7c). Moreover, the combined treatment of ALW and SUN maximally inhibited the growth of SUN-resistant cells and enhanced the sensitivity of SUN-resistant cells to SUN (Fig. 7d, e). The combined treatment of ALW + SUN induced IC50 cell growth inhibition at a combination index of less than 0.7, indicating that ALW played a synergistic role with SUN in SUN-resistant cells (Supplementary Table 1). To explore the downstream signaling pathways involved in ALW inhibition of EphA2, GSEA analysis was used to examine signaling pathways enriched by EphA2-upregulated genes. As shown in Fig. 7f, genes upregulated by high EphA2 expression were enriched in the MAPK and JNK/STAT3 signaling pathways. To verify the results of the GSEA analysis, we used western blot to detect changes in protein expression in these signaling pathways after treatment with different concentrations of SUN or ALW. ALW treatment significantly inhibited the phosphorylation of EphA2, STAT3, AKT, and ERK1/2 in parental and SUN-resistant cells (Fig. 7g, h). It is well known that the ERK, AKT, and STAT3 signaling pathways play important roles in promoting cell growth and inhibiting apoptosis. Our results confirmed that ALW inhibited the activation and phosphorylation of these pathways, so we concluded that ALW suppressed the growth of parental and SUN-resistant cells by inhibiting these pathways.

**Fig. 7:**
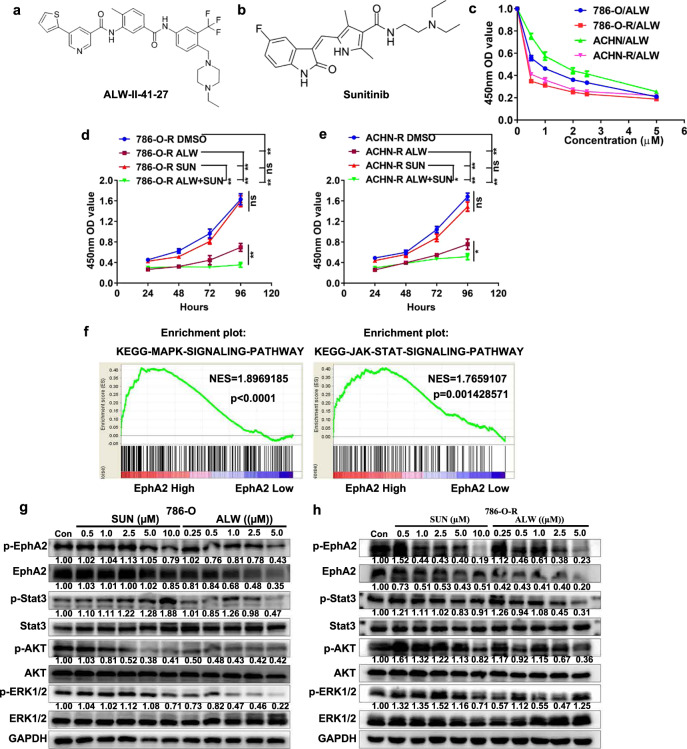
Pharmacological inhibition of EphA2 reduces the growth of sunitinib-resistant cells via the ERK/AKT/STAT3 signaling pathway in vitro. **a**, **b** Chemical structures of ALW-II-41-27 and sunitinib. **c** CCK8 assay analysis for the sensitivity of parent and sunitinib-resistant cells to ALW treatment. **d**, **e** CCK8 assay analysis of the sensitivity of 786-O-R and ACHN-R cells to treatment with DMSO, ALW alone, SUN alone, and ALW in combination with SUN. **f** GSEA analysis between EphA2 mRNA levels and MAPK and JAK/STAT signaling pathways. **g**, **h** Western blot analysis of EphA2, p-EphA2, Stat3, p-Stat3, AKT, p-AKT, ERK1/2, and p-ERK1/2 proteins after 786-O and 786-O-R cells were treated with different concentrations of SUN and ALW. The values indicate protein expression levels relative to GAPDH levels. (**P < 0.01, *P < 0.05, ns no significance, compared with the corresponding control).

### EphA2 mediates the growth and metastasis of SUN-resistant cells via the ERK/AKT/STAT3 signaling pathway in vivo

To investigate the effect of EphA2 on the in vivo effects of SUN-resistant cells, we generated 786-O-R cells with stable EphA2 knockdown. We then injected these cells subcutaneously into nude mice to establish subcutaneous tumor models. We found that EphA2 knockdown significantly reduced tumor size, tumor weight, and tumor volume in the 786-O-R subcutaneous tumor model (Fig. 8a–c). IHC and haematoxylin and eosin (H&E) staining of subcutaneous tumor tissues demonstrated that EphA2 knockdown obviously decreased Ki-67 expression and tumor cell volume (Fig. 8d, e). Next, we explored changes in STAT3, AKT, and ERK pathways by western blot analysis in tumor tissues. The results showed that EphA2 knockdown inhibited the phosphorylation levels of the ERK/AKT/STAT3 pathway (Fig. 8f). In addition, we constructed a model of metastatic tumor in vivo via nude mouse tail vein injection of EphA2 knockdown 786-O-R cells. Small animal imaging system and H&E staining showed that EphA2 knockdown decreased the liver metastasis of tumor cells (Fig. 8g, h). These results indicate that EphA2 mediates the growth and metastasis of SUN-resistant cells via phosphorylation and activation of the ERK/AKT/STAT3 signaling pathway in vivo.

**Fig. 8:**
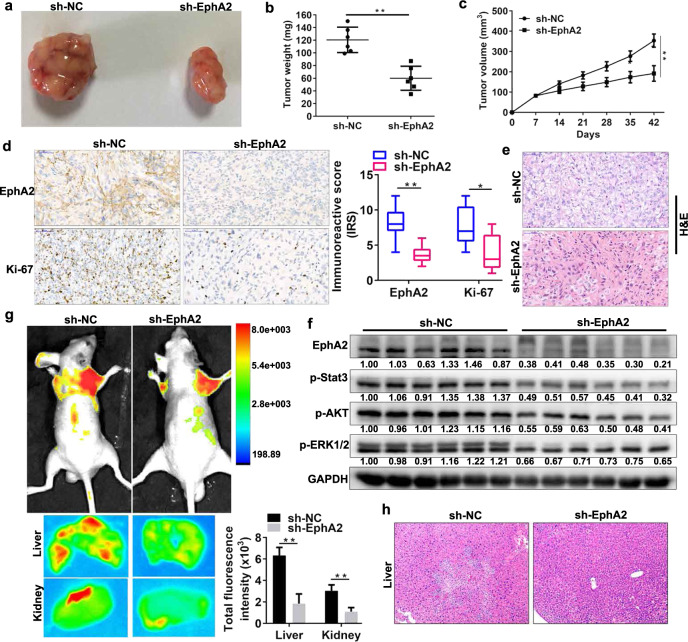
EphA2 mediates the growth and metastasis of sunitinib-resistant cells via the ERK/AKT/STAT3 signaling pathway in vivo. **a**–**c** The tumor volume was measured once a week. After 6 weeks, the mice were sacrificed, and the tumor weight was determined. EphA2 knockdown significantly reduced tumor size, weight and volume in 786-O-R tumors (*n* = 6 mice/group). **d** Immunohistochemical analysis of EphA2 and Ki-67 expression in the control and EphA2 knockdown tumor groups. The immunoreactive scores (IRS) of EphA2 and Ki-67 were presented. **e** H&E staining of tumor tissues in the control and EphA2 knockdown tumor groups. **f** Western blot analysis of EphA2, p-Stat3, p-AKT, and p-ERK1/2 proteins in the control and EphA2 knockdown tumor groups. The values indicate protein expression levels relative to GAPDH levels. **g** A total of 2 × 10^6^ cells expressing green fluorescent protein (GFP) were injected into the tail vein of BALB/c nude mice. In vivo live animal imaging and in vitro liver and kidney imaging analysis of tumor metastasis models in the control and EphA2 knockdown tumor groups (*n* = 6 mice/group). **h** H&E staining analysis of liver in the control and EphA2 knockdown tumor groups. (**P < 0.01, *P < 0.05, compared with the corresponding control).

### Pharmacological inhibition of EphA2 decreases the growth of SUN-resistant tumors via the ERK/AKT/STAT3 signaling pathway in vivo

Considering that the pharmacological inhibition of EphA2 significantly inhibited the growth of SUN-resistant cells in vitro and that the stable knockdown of EphA2 significantly decreased the growth of SUN-resistant tumors in vivo, we wondered whether the pharmacological inhibition of EphA2 could block the growth of SUN-resistant tumors in vivo. To evaluate the effects of ALW and ALW + SUN on tumors with acquired resistance to SUN in vivo, we treated subcutaneous xenografts (786-O-R tumors) with control, SUN, ALW, or ALW + SUN combination once every other day at 40 (SUN) or 15 (ALW) mg/kg via gavage administration. After the above treatment regimen was completed, ALW was found to significantly reduce the size and volume of SUN-resistant tumors (Fig. 9a–c). Moreover, the combined treatment of ALW and SUN reduced tumor size and volume more than ALW treatment alone (Fig. 9a–c), indicating that ALW treatment restored most, if not all, of the sensitivity of SUN-resistant tumors to SUN. Drug toxicity as measured by mouse body weight did not show a significant change in any drug treatment group or drug combination treatment group compared with the control group over the course of the study (data not shown). IHC and H&E staining of subcutaneous tumor tissues showed that combined treatment with ALW and SUN significantly reduced Ki-67 expression and tumor cell volume (Fig. 9d, e). Western blot analysis of tumor tissue lysates showed that ALW reduced the phosphorylation levels of EphA2, STAT3, AKT, and ERK (Fig. 9f), consistent with the results observed in vitro (Fig. 7g, h) and the results of stable knockdown of EphA2 observed in vivo (Fig. 8f). Based on our in vitro and in vivo findings, we mapped the mechanisms of RCC metastasis and SUN resistance mediated by the YB1/EphA2 axis (Fig. 9g). These findings indicate that pharmacological inhibition of EphA2 might be beneficial for SUN-resistant renal cancer, as inhibition of this protein could alleviate the phosphorylation and activation of key growth signaling pathway molecules and restore the sensitivity of SUN-resistant tumors to SUN.

**Fig. 9:**
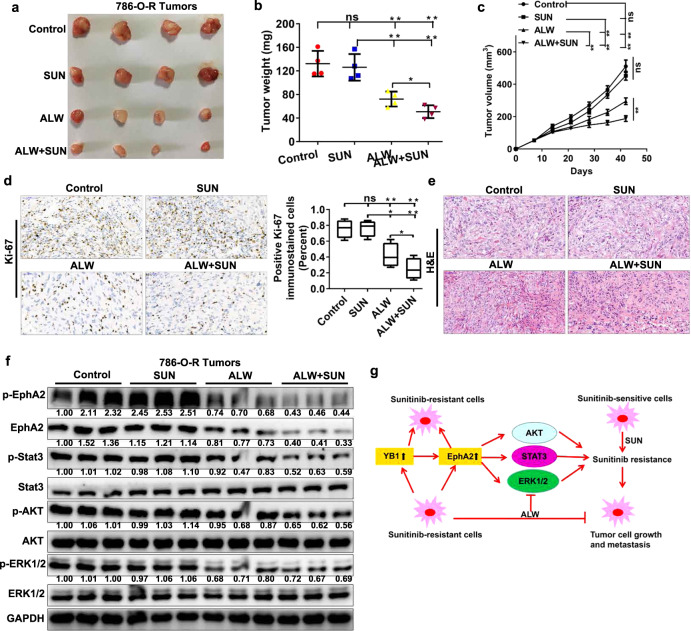
Pharmacological inhibition of EphA2 decreases the growth of sunitinib-resistant tumors via the ERK/AKT/STAT3 signaling pathway in vivo. **a**–**c** The tumor volume was measured once a week. After 6 weeks, the mice were sacrificed, and the tumor weight was determined. ALW alone or ALW combined with SUN treatment significantly reduced tumor size, weight and volume in 786-O-R tumors, while SUN alone did not (*n* = 4 mice/group). **d** Immunohistochemical analysis of Ki-67 expression in the control, ALW alone, SUN alone, and ALW combination with SUN treatment groups. The percentage of positive Ki-67 immunostained cells in each group was presented. **e** H&E staining analysis of tumor tissues in the control, ALW alone, SUN alone, and ALW combination with SUN treatment groups. **f** Western blot analysis of EphA2, p-EphA2, Stat3, p-Stat3, AKT, p-AKT, ERK1/2, and p-ERK1/2 proteins in the control, ALW alone, SUN alone, and ALW combination with SUN treatment groups. The values indicate protein expression levels relative to GAPDH levels. **g** Diagram of the YB1/EphA2 axis regulating tumor metastasis and sunitinib resistance (**P < 0.01, *P < 0.05, ns no significance, compared with the corresponding control).

## Discussion

Renal cancer, one of the most common malignancies of the urinary system, is characterized by frequent VHL gene inactivation and activation of the HIF–VEGF pathway, leading to extensive vascularization around kidney cancer. Extensive vascularization provides a favorable setting for the invasion and metastasis of RCC. RTK inhibitors such as SUN and sorafenib have been used clinically for the treatment of mRCC [3, 27]. However, intrinsic resistance and acquired resistance to RTK inhibitors greatly reduce the therapeutic efficiency of these inhibitors. Therefore, the metastasis and RTK inhibitor resistance of renal cancer urgently need to be resolved. However, the specific molecular mechanisms of renal cancer metastasis and RTK inhibitor resistance are still unknown.

YB1, as a DNA and RNA-binding protein, promotes the metastasis of multiple tumors by transcriptionally or translationally activating the expression of various metastasis-associated proteins [12–15]. Specifically, YB1 translationally activates HIF1α expression to promote sarcoma metastasis and activates Snail1 and other transcription factors to induce EMT in breast cancer [14]. EphA2, a member of the RTK family, has been reported by us and other study groups to promote the dissemination and metastasis of tumors [18, 22]. Moreover, both YB1 and EphA2 have been reported to promote cell metastasis of renal cancer in vitro [11, 22]. However, the link between YB1 and EphA2 has not yet been established.

Cancer drug resistance has always been the focus and difficulty of clinical treatment. Therefore, drug resistance studies have always been a hot spot for oncologists. Our previous results indicated that TR4 nuclear receptor-mediated lncTASR/AXL signaling promoted RCC SUN resistance, and this effect could be reversed by tretinoin [28]. YB1 transcriptionally regulates the expression of multiple-drug resistance-associated genes to mediate multidrug resistance in a variety of tumors [29]. EphA2 has also been reported to mediate resistance against multiple RTK inhibitors in various malignancies. For example, EphA2 mediates EGFR kinase inhibitor resistance in lung cancer and mediates vemurafenib resistance in melanoma [18, 19]. Consistent with our results, previous literature has reported that YB1 mediates RCC SUN resistance [30]. However, the roles of EphA2 and its association with YB1 in SUN resistance have not been reported in renal cancer. Our results suggest that the expression levels of YB1 and EphA2 are upregulated in SUN-resistant cells and that their high expression levels mediate the resistance of renal cancer cells to SUN. Knockdown of YB1 and EphA2 increases the sensitivity of SUN-resistant kidney cancer cells to SUN treatment. Moreover, YB1-promoted SUN resistance is mediated by EphA2. EphA2 knockdown by shRNA counteracts YB1-mediated renal cancer SUN resistance in vitro, and this effect is also confirmed by EphA2 small molecule inhibitor ALW. These results render YB1 and EphA2 ideal targets for treatment in SUN-resistant renal cancer patients.

In conclusion, our findings indicate that YB1 and EphA2 levels are highly expressed in renal cancer cells and tissues and further increase in SUN-resistant cells. Functionally, high YB1 and EphA2 expression levels promote the invasion, metastasis, and SUN resistance of RCC. Mechanistically, YB1 increases the protein expression of EphA2 by maintaining its protein stabilization. These results provide a new and promising strategy for the treatment of patients with renal cancer who already have distant metastases or who have developed resistance against SUN.

## Materials and methods

Cell transfection, cell infection, reagents, plasmid construction, immunoprecipitation (IP), western blotting assays, and bioinformatic analysis are described in detail in Supplementary Methods and Materials.

### Renal cancer tissue samples

Human renal cancer TMA was purchased from Wuhan Servicebio Co., Ltd (catalog: RC-1501). The TMA contained detailed clinical and pathological information.

We collected 50 pairs of ccRCC and normal adjacent tissues at Wuhan Union Hospital between 2016 and 2018. Isolated tissues were immediately stored in liquid nitrogen. None of the patients had received any radiotherapy, chemotherapy, immunotherapy, or targeted therapies before surgery. All patients signed the informed consent form. All experimental procedures were approved by the Human Ethics Committee of Huazhong University of Science and Technology.

### Cell culture

The human renal cancer cell lines 786-O, ACHN, and Caki-1 and the normal renal epithelial cell line HK-2 were purchased from ATCC. SUN-resistant cell lines (786-O-R and ACHN-R) were induced and established in our laboratory [26]. Cell culture was performed as previously described [26].

### IHC and immunofluorescence (IF) assays

IHC analysis of human renal cancer tissues was performed using a monoclonal EphA2 antibody (sc-398832, Santa Cruz) and a polyclonal YB1 antibody (20339-1-AP, Proteintech, China). Specific assays were performed as previously described [31]. The immunoreactive score of the IHC results was then scored by two independent pathologists blinded to the tissue specimen information [16]. *H*-scores of YB1 protein immunohistochemical staining were analyzed and evaluated as described previously [32]. For the IF experiments, cells were fixed in 4% paraformaldehyde, permeabilized with 0.3% Triton X-100, blocked with 3% BSA for 1 h at 37 °C, and then incubated with primary antibody and fluorescent secondary antibodies.

### ChIP assays

ChIP assays were performed as previously described [33]. The primer sequences for the EphA2 promoter region were as follows:

P1 (−66 to −215): 3′-TACCAGGCTCAGAGATCCCT-5′, 3′-GGAGGAGAGGGAGGGGAAG-5′;

P2 (−260 to −425): 3′-AGGGTTTTAGGAAGGAGGGC-5′, 3′-TTCTGCCCTTCACCTCTGAG-5′;

P3 (−621 to −798): 3′-TAGGCAGGTGTCCTCCAAAC-5′, 3′-GAGCAGAAACAACATGCCCA-5′;

P4 (−870 to −1019): 3′-CAAAGGGAGTCTGGGGCC-5′, 3′-GCGGCTAGTGTGAGTGAAAC-5′;

P5 (−1268 to −1417): 3′-CACCCTGCCCAGTCACATA-5′, 3′-AAGTGCCTGTGAGAATAAGTGC-5′;

P6 (−1535 to −1684): 3′-ACAGAGTCTTGCTGGCCC-5′, 3′-AAAATTAGCTGGGCGTGGTG-5′.

Monoclonal YB1 antibody (sc-101198, Santa Cruz Biotechnology) was used for IP, and normal IgG served as a negative control. We retained 2% of the original DNA as a positive input control.

### Microarray analysis

786-O cells with YB1 knockdown or vector were harvested at 7 days after puromycin selection. Microarray analysis was performed with three duplicate samples by Shanghai OE Biotech Co., Ltd. Differentially expressed genes between 786-O shYB1 and 786-O vector cells were selected based on a mean fold change of 2 and a *P* value < 0.05. The RNA-Seq data have been deposited to GEO under the accession number GSE 151336.

### Wound healing assays and transwell assays

Wound healing assays and transwell assays were performed as previously described [31].

### Quantitative real-time PCR assays (qRT-PCR)

qRT-PCR was performed as previously described [31].

### In vivo RCC subcutaneous and metastatic tumor models

A total of 2 × 10^6^ cells expressing green fluorescent protein were injected into the tail vein of BALB/c nude mice purchased from Beijing HFK Bio-technology. Tumor metastatic lesions were measured using a live animal imaging system. After the nude mice were sacrificed at 6 weeks, the metastatic lesions were stained with H&E. For the RCC subcutaneous tumor model, the experimental procedures were performed as described previously [16]. The tumor volume was measured once a week. After 6 weeks, the mice were sacrificed and the tumor weight was measured. SUN was orally administered via gavage needle at 40 mg/kg every other day, and ALW was orally administered via gavage needle at 15 mg/kg every other day. All animal experiments were approved by the Animal Ethics Committee of Tongji Medical College of Huazhong University of Science and Technology.

### Statistical analysis

The statistical analysis was performed using SPSS statistical software 22.0 (IBM SPSS, USA) or GraphPad Prism 7.0 (GraphPad software, Inc., USA). Data are presented as the mean ± SEM. The error bars indicate the mean ± SEM of three independent assays. Statistical analyses were performed using the Mann–Whitney test and Student’s *t* test and the Pearson correlation coefficient. The Kaplan–Meier curve and log-rank test were used to evaluate the survival of patients. Statistical significance was determined when the *P* value was less than 0.05.

## Supplementary information

Supplemental Material

## References

[1] Gupta GP, Massague J (2006). Cancer metastasis: building a framework. Cell.

[2] Cutz JC, Guan J, Bayani J, Yoshimoto M, Xue H, Sutcliffe M (2006). Establishment in severe combined immunodeficiency mice of subrenal capsule xenografts and transplantable tumor lines from a variety of primary human lung cancers: potential models for studying tumor progression-related changes. Clin Cancer Res.

[3] Motzer RJ, Hutson TE, Tomczak P, Michaelson MD, Bukowski RM, Rixe O (2007). Sunitinib versus interferon alfa in metastatic renal-cell carcinoma. N Engl J Med.

[4] Motzer RJ, Hutson TE, Tomczak P, Michaelson MD, Bukowski RM, Oudard S (2009). Overall survival and updated results for sunitinib compared with interferon alfa in patients with metastatic renal cell carcinoma. J Clin Oncol.

[5] Park K, Lee JL, Park I, Park S, Ahn Y, Ahn JH (2012). Comparative efficacy of vascular endothelial growth factor (VEGF) tyrosine kinase inhibitor (TKI) and mammalian target of rapamycin (mTOR) inhibitor as second-line therapy in patients with metastatic renal cell carcinoma after the failure of first-line VEGF TKI. Med Oncol.

[6] Gotink KJ, Broxterman HJ, Labots M, de Haas RR, Dekker H, Honeywell RJ (2011). Lysosomal sequestration of sunitinib: a novel mechanism of drug resistance. Clin Cancer Res.

[7] Joosten SC, Hamming L, Soetekouw PM, Aarts MJ, Veeck J, van Engeland M (2015). Resistance to sunitinib in renal cell carcinoma: from molecular mechanisms to predictive markers and future perspectives. Biochim Biophys Acta.

[8] Lim JP, Nair S, Shyamasundar S, Chua PJ, Muniasamy U, Matsumoto K (2019). Silencing Y-box binding protein-1 inhibits triple-negative breast cancer cell invasiveness via regulation of MMP1 and beta-catenin expression. Cancer Lett.

[9] Kosnopfel C, Sinnberg T, Sauer B, Busch C, Niessner H, Schmitt A (2018). YB-1 expression and phosphorylation regulate tumorigenicity and invasiveness in melanoma by influencing EMT. Mol Cancer Res.

[10] Miao X, Wu Y, Wang Y, Zhu X, Yin H, He Y (2016). Y-box-binding protein-1 (YB-1) promotes cell proliferation, adhesion and drug resistance in diffuse large B-cell lymphoma. Exp Cell Res.

[11] Wang Y, Chen Y, Geng H, Qi C, Liu Y, Yue D (2015). Overexpression of YB1 and EZH2 are associated with cancer metastasis and poor prognosis in renal cell carcinomas. Tumour Biol.

[12] Jurchott K, Bergmann S, Stein U, Walther W, Janz M, Manni I (2003). YB-1 as a cell cycle-regulated transcription factor facilitating cyclin A and cyclin B1 gene expression. J Biol Chem.

[13] Shibao Kazunori, HT, Nakayama Yoshifumi, Okazaki Keisuke, Nagata Naoki, Izumi Hiroto (1999). Enhanced coexpression of YB-1 and DNA topoisomerase II alpha genes in human colorectal carcinomas. Int J Cancer.

[14] Evdokimova V, Tognon C, Ng T, Ruzanov P, Melnyk N, Fink D (2009). Translational activation of snail1 and other developmentally regulated transcription factors by YB-1 promotes an epithelial-mesenchymal transition. Cancer Cell.

[15] El-Naggar AM, Veinotte CJ, Cheng H, Grunewald TG, Negri GL, Somasekharan SP (2015). Translational activation of HIF1alpha by YB-1 promotes sarcoma metastasis. Cancer Cell.

[16] Tao Z, Ruan H, Sun L, Kuang D, Song Y, Wang Q (2019). Targeting the YB-1/PD-L1 axis to enhance chemotherapy and antitumor immunity. Cancer Immunol Res.

[17] Chu PC, Lin PC, Wu HY, Lin KT, Wu C, Bekaii-Saab T (2018). Mutant KRAS promotes liver metastasis of colorectal cancer, in part, by upregulating the MEK-Sp1-DNMT1-miR-137-YB-1-IGF-IR signaling pathway. Oncogene.

[18] Miao B, Ji Z, Tan L, Taylor M, Zhang J, Choi HG (2015). EPHA2 is a mediator of vemurafenib resistance and a novel therapeutic target in melanoma. Cancer Discov.

[19] Amato KR, Wang S, Tan L, Hastings AK, Song W, Lovly CM (2016). EPHA2 blockade overcomes acquired resistance to EGFR kinase inhibitors in lung cancer. Cancer Res.

[20] Miyazaki T, Kato H, Fukuchi M, Nakajima M, Kuwano H (2003). EphA2 overexpression correlates with poor prognosis in esophageal squamous cell carcinoma. Int J Cancer.

[21] Liu F, Park PJ, Lai W, Maher E, Chakravarti A, Durso L (2006). A genome-wide screen reveals functional gene clusters in the cancer genome and identifies EphA2 as a mitogen in glioblastoma. Cancer Res.

[22] Chen X, Wang X, Ruan A, Han W, Zhao Y, Lu X (2014). miR-141 is a key regulator of renal cell carcinoma proliferation and metastasis by controlling EphA2 expression. Clin Cancer Res.

[23] Herrem CJ, Tatsumi T, Olson KS, Shirai K, Finke JH, Bukowski RM (2005). Expression of EphA2 is prognostic of disease-free interval and overall survival in surgically treated patients with renal cell carcinoma. Clin Cancer Res.

[24] Ruan H, Song Z, Cao Q, Ni D, Xu T, Wang K (2020). IMPDH1/YB-1 positive feedback loop assembles cytoophidia and represents a therapeutic target in metastatic tumors. Mol Ther.

[25] Shiota M, Fujimoto N, Imada K, Yokomizo A, Itsumi M, Takeuchi A, et al. Potential role for YB-1 in castration-resistant prostate cancer and resistance to enzalutamide through the androgen receptor V7. J Natl Cancer Inst. 2016;108. 10.1093/jnci/djw005.10.1093/jnci/djw00526857528

[26] Ruan H, Li X, Yang H, Song Z, Tong J, Cao Q (2017). Enhanced expression of caveolin-1 possesses diagnostic and prognostic value and promotes cell migration, invasion and sunitinib resistance in the clear cell renal cell carcinoma. Exp Cell Res.

[27] Escudier Bernard, Eisen Tim, Stadler WalterM, Szczylik Cezary, Oudard Stéphane, Siebels Michael (2007). Sorafenib in advanced clear-cell renal-cell carcinoma. N Engl J Med.

[28] Shi H, Sun Y, He M, Yang X, Hamada M, Fukunaga T (2020). Targeting the TR4 nuclear receptor-mediated lncTASR/AXL signaling with tretinoin increases the sunitinib sensitivity to better suppress the RCC progression. Oncogene.

[29] Kuwano M, Shibata T, Watari K, Ono M (2019). Oncogenic Y-box binding protein-1 as an effective therapeutic target in drug-resistant cancer. Cancer Sci.

[30] D’Costa NM, Lowerison MR, Raven PA, Tan Z, Roberts ME, Shrestha R (2020). Y-box binding protein-1 is crucial in acquired drug resistance development in metastatic clear-cell renal cell carcinoma. J Exp Clin Cancer Res.

[31] Ruan H, Yang H, Wei H, Xiao W, Lou N, Qiu B (2017). Overexpression of SOX4 promotes cell migration and invasion of renal cell carcinoma by inducing epithelial-mesenchymal transition. Int J Oncol.

[32] Yang Y, Xiao M, Song Y, Tang Y, Luo T, Yang S (2019). H-score of 11beta-hydroxylase and aldosterone synthase in the histopathological diagnosis of adrenocortical tumors. Endocrine.

[33] Yamashita T, Higashi M, Momose S, Morozumi M, Tamaru JI (2017). Nuclear expression of Y box binding-1 is important for resistance to chemotherapy including gemcitabine in TP53-mutated bladder cancer. Int J Oncol.

# Supplementary material for: Enhanced YB1/EphA2 axis signaling promotes acquired resistance to sunitinib and metastatic potential in renal cell carcinoma
**Source:** Oncogene. 2020 Aug 19;39(38):6113–28. doi: 10.1038/s41388-020-01409-6
**Supplement:** Supplementary file 1 — Supplemental Material

**Enhanced YB1/EphA2 axis signaling promotes acquired resistance to sunitinib and metastatic potential in renal cell carcinoma**

Hailong Ruan^1,2*^, Sen Li ^1,2^, Lin Bao^1,2*^, Xiaoping Zhang^1,2*^

Running Head: YB1/EphA2 blockade overcomes metastasis and sunitinib resistance in RCC

**Supplementary methods and materials**

**Cell transfection, infection, reagents and plasmid construction**

Small hairpin RNAs (shRNAs) against EphA2 (sh-EphA2), and YB1 (sh-YB1) and the corresponding blank control with nonsense sequence were purchased from Shanghai GENECHEM. The pGV341-FLAG-YB1 construct (YB1) and empty vector (Vector) were purchased from Shanghai GENECHEM. The lentiviral particles containing pGV341-FLAG-YB1, pGV248-sh-YB1 and pGV248-sh-EphA2 were purchased from Shanghai GENECHEM and used to infect RCC cells according to the manufacturer's recommendations. Small interfering RNA against EphA2 (si-EphA2) and the corresponding control (si-NC) were purchased from Guangzhou RiboBio. Plasmids were transfected using Lipofectamine 2000 according to the manufacturer's recommendations. ALW-II-41-27 (ALW) and sunitinib (SUN) were purchased from MedChemExpress (MCE, USA). MG-132 and cycloheximide (CHX) were purchased from MedChemExpress (MCE, USA).

**Immunoprecipitation (IP) and western blotting assays**

Cells were resuspended and lysed in RIPA buffer containing the protease inhibitors PMSF and cocktail. We retained 2% of the lysates as input, and the remaining lysates were used for IP. Antibodies for western blotting and IP were as follows: anti-EphA2 (sc-398832, Santa Cruz Biotechnology), anti-YB1 (sc-101198, Santa Cruz Biotechnology), anti-p-EphA2 (AP1082, ABclonal Technology), anti-Ubiquitin (A19686, ABclonal Technology), anti-STAT3 ([sc-8019](https://www.scbt.com/zh/p/stat3-antibody-f-2?requestFrom=search), Santa Cruz Biotechnology), anti-p-STAT3 ([sc-8059](https://www.scbt.com/zh/p/stat3-antibody-f-2?requestFrom=search), Santa Cruz Biotechnology), anti-AKT (sc-5298, Santa Cruz Biotechnology), anti-p-AKT (sc-293125, Santa Cruz Biotechnology), anti-ERK1/2 (sc-135900, Santa Cruz Biotechnology), anti-p-ERK1/2 (sc-81492, Santa Cruz Biotechnology), anti-Actin (sc-58673, Santa Cruz Biotechnology), anti-FLAG (66008-2-Ig, 20543-1-AP, Proteintech, China), and anti-GAPDH (sc-47724, Santa Cruz Biotechnology).

**Bioinformatic analysis**

Standardized mRNA expression data for RCC were downloaded from TCGA database and used to evaluate the expression and correlation of EphA2, YB1, E-cadherin, N-cadherin, Occludin, Vimentin, Snail1, Snail2, MMP2, MMP9, Fibronectin, Twist1 and Twist2. These data were also used to assess overall survival (OS) and disease-free survival (DFS) in RCC patients. Spearman's correlation coefficient was calculated for the mRNA levels for RCC samples. P < 0.05 was considered statistically significant.

**Supplementary Table 1.** ALW + SUN combination index (CI) leading to a 50% inhibition of cell growth for sunitinib-resistant cell lines

| Cell lines | IC50 drug alone | | IC50 drug combination | | | CI at IC50^*^ |
| --- | --- | --- | --- | --- | --- | --- |
|  | ALW (μM) | SUN (μM) | | ALW (μM) | SUN (μM) |  |
| 786-O-R | 0.39 | 20.22 | | 0.16 | 5.25 | 0.67 |
| ACHN-R | 0.43 | 24.50 | | 0.19 | 6.17 | 0.69 |

*Combination index (CI) was calculated at IC50 based on Chou-Talalay method

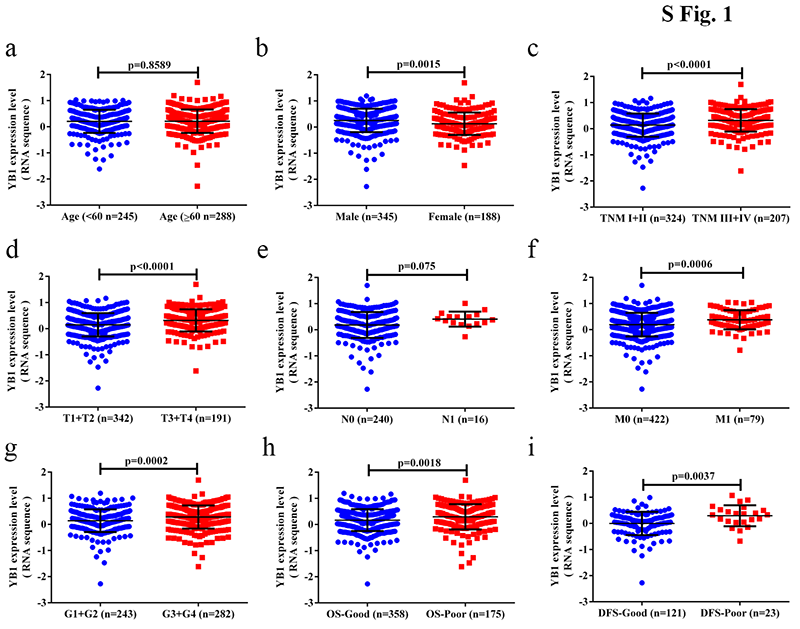

**Supplementary Figure 1. The expression of YB1 correlates with a wide range of clinicopathological parameters in ccRCC.** (a-i) The mRNA level of YB1 in ccRCC was downloaded from the TCGA_KIRC dataset composed of 534 ccRCC tissues, including 72 paired tissues. The mRNA levels of YB1 were compared in different clinicopathological parameters: (a) age, (b) gender, (c) TNM stage, (d) T stage, (e) N stage, (f) M stage, (g) G stage, (h) OS, (i) DFS.
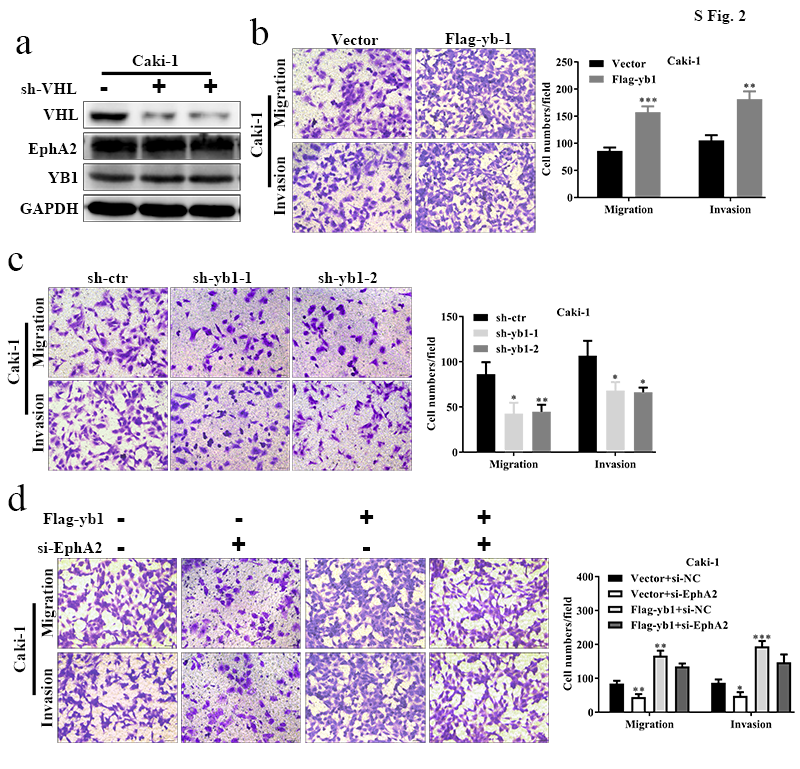
 **Supplementary Figure 2. Loss of VHL has no effect on the YB1/EphA2 axis and the phenotype induced by YB1/EphA2 axis.** (a) Western blotting analysis of EphA2 and YB1 expression in VHL-knockdown Caki-1 cells. (b-c) Transwell experimental analysis of the effect of stable YB1 overexpression or knockdown on cell migration and invasion in Caki-1 cells. (d) Transwell analysis of cell migration and invasion capability in Caki-1 cells with YB1 overexpression/EphA2 knockdown or Vector/EphA2 knockdown (***, P < 0.001, **, P < 0.01, *, P < 0.05, compared with the corresponding control).

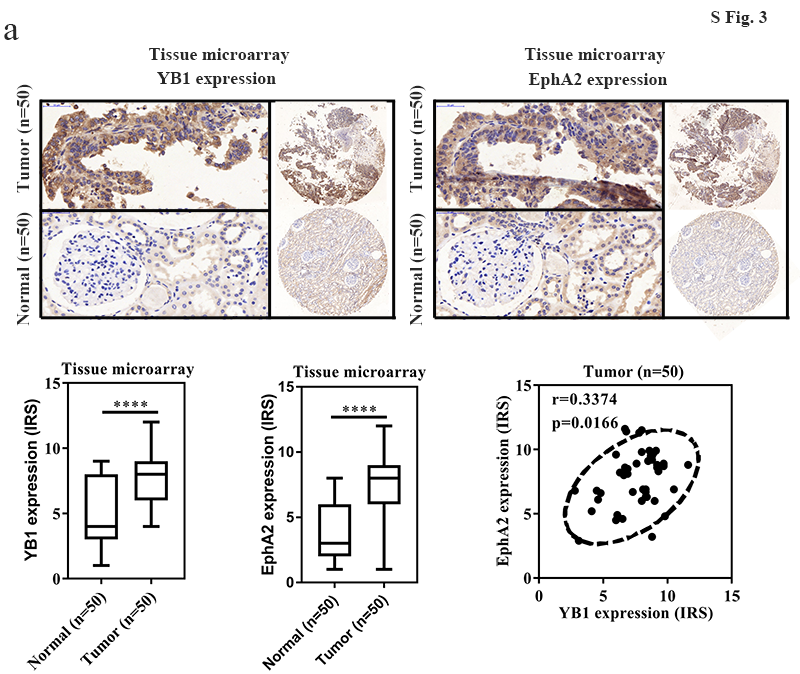

**Supplementary Figure 3. TMA immunohistochemical staining of YB1 and EphA2 proteins.** (a) Tissue microarray (TMA) is composed of 50 pairs of ccRCC tissues (Normal and Tumor), stained with YB1 antibody and EphA2 antibody, respectively. The expression of YB1 and EphA2 proteins was quantified using immunooreactive score (IRS) by 2 independent pathologists blinded to the TMA information (****, P<0.0001, compared with the corresponding control).

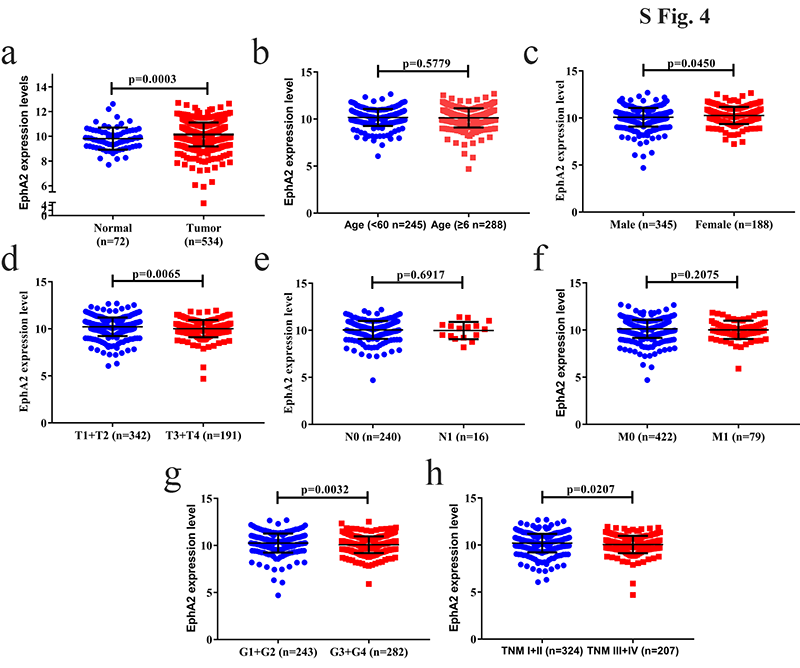
 **Supplementary Figure 4. The expression of EphA2 correlates with a wide range of clinicopathological parameters in ccRCC.** (a-h) The mRNA level of EphA2 in ccRCC was downloaded from the TCGA_KIRC dataset composed of 534 ccRCC tissues, including 72 paired tissues. The mRNA levels of EphA2 were compared in different clinicopathological parameters: (a) Normal versus Tumor, (b) age, (c) gender, (d) T stage, (e) N stage, (f) M stage, (g) G stage, (h) TNM stage.

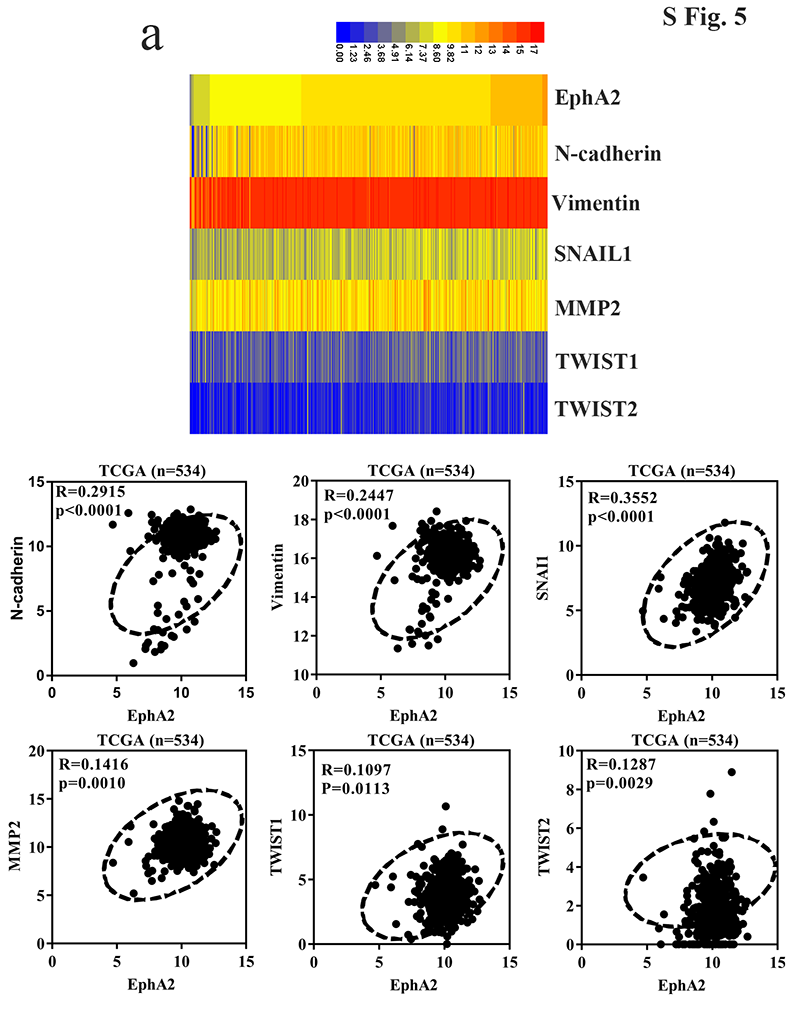
 **Supplementary Figure 5. Correlation analysis between EphA2 and EMT markers.** (a) Heat map and correlation analysis depicting the association of EphA2 with EMT markers.

How the deposited data were processed for this re-analysis (not part of the article)

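High-throughput mRNA sequencing of the renal cancer cell line with stable YB1 knockdown (Fig. 3) was re-analysed from the deposited values. The comparison was between 3 shYB1 and 3 vector libraries, whose conditions and replicate numbers were taken from the labels and from the methods. The other experiments of the paper (western blots, tissue microarrays, TCGA data, ChIP and animal experiments) were not analysed here.

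The authors deposited FPKM, the number of fragments per kilobase of transcript relative to the mapped fragments of the library, for 20030 genes in each of the 6 libraries, with GO terms and KEGG pathways for each gene. The aligner, the quantification tool, the genome build, filters and the test for sequencing are not named in the paper's text. The methods give selection criteria of a mean fold change of 2 and a P value under 0.05, and the statistics section names the Mann–Whitney test, Student's test and Pearson's correlation for the whole paper without assigning one to sequencing. Error is given in the paper as mean ± SEM, and here as mean ± SD. All 6 columns of per-library values were used, and 0 were left out. The table holds no counts, so the depth of each library is unknown, and no interval or detection limit that needs it was computed. The spacing of the lowest values, under 0.08 FPKM, gave the relative depth, which lay between 0.980 and 1.10 times that of shYB1 replicate 1.

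From the deposited FPKM, log2(FPKM + 0.1) was computed for the 10439 genes with a mean of at least 1 FPKM over the 6 libraries. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an expression trend and a robust variance prior), two-sided, with Benjamini-Hochberg adjustment over all genes tested. The criteria of the paper were applied as an unadjusted p under 0.05 and a fold change of at least 2. Both the design without a replicate block and the design with one were fitted, and the pairing rests only on the replicate numbers 1 to 3 in the labels of both groups. GO terms of Fig. 3c and KEGG classes of Fig. 3d were tested with one-sided Fisher's exact tests against the tested genes that carry an annotation, with Benjamini-Hochberg adjustment over 30 terms and over 30 classes. The assignment of KEGG pathways to classes was made by hand. Shifts of whole gene sets were tested with limma camera at an inter-gene correlation of 0.01, for KEGG pathways with at least 10 tested genes. Exact permutation tests were used for single genes and for the distances between libraries, and 3 libraries against 3 cannot give a p under 0.1. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

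Genes were matched to the GENCODE release 29 annotation of GRCh38 for coordinates, GC content and transcript length. Of the 20030 genes, 13518 were matched by RefSeq accession and 5825 by symbol, and 687 were not matched. Coordinates are those of this annotation, since the build the authors used is not stated. Sharing of sequence between genes was measured as 50-base words found in the transcripts of both.

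The genes named in the text are every gene the paper names, the 5 genes with the largest positive and the 5 with the largest negative fold change among those that met the criteria with an adjusted p under 0.05 and groups that did not overlap, and the lower genes of the cell surface receptor signaling pathway, the drug resistance class and the cell motility class. This rule, the designs and the alternatives were set before the data were examined, apart from those described as chosen later. Results for some of the genes covered by the rule or by the gene sets are not reported here. The alternatives were pseudocounts of 1 and 0.01, no filter and a filter at a mean of 5 FPKM, rescaling by median-of-ratios size factors or to a common total (TPM), quantile normalization, a variance prior without trend and without the robust option, the replicate block, each library left out in turn, a fold change of 1.5, a fold change from the ratio of mean FPKM, another gene list or background for the enrichment tests, and the rank-based test. Rescaling to a common total raised all values while the pseudocount stayed at 0.1, so that alternative also lowered the weight of the pseudocount.

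The limma step was tested on simulated data made from the real genes, with 200 of 10439 genes changed. It recovered 200 of them with 6 false calls, and 199 with 4 false calls with the block. With no change simulated it made 0 calls. All simulated changes exceeded a fold change of 2, in independent noise, with no replicate effect and no shift in scaling between the groups. Recovery of smaller changes was therefore not tested. These include the median absolute log2 fold change of 0.25 among the genes called and the 0.12 of EPHA2.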

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

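The tests of scaling, of expression level and of other splits of the libraries were chosen only after the results here were seen.

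4 genes were at least 2-fold higher in shYB1 cells, and the paper's GO and KEGG analyses cover only the lower genes. The log2 fold changes were 1.34 for KRT81, 1.23 for SIGLEC15, 1.02 for ANGPTL4 and 1.01 for IL11, and in each gene all 3 shYB1 libraries lay above all 3 vector libraries. The adjusted p-values from limma were 1.23e-05, 0.0109, 0.000218 and 0.000283.

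The scaling of the FPKM was weighed first, since most of the genes called were higher. After rescaling by median-of-ratios size factors, 4 of the 4 genes kept a log2 fold change of at least 0.8, and 2 of them a fold change of at least 2. This rescaling moved each of them by only 0.051 to 0.055 on the log2 scale, too little to bring any below 0.8, so the test does not bear on scaling of another kind. Low expression was weighed next. Of the 4 genes, 2 had a mean of at least 5 FPKM, ANGPTL4 with 12.9 and IL11 with 6.84, whereas KRT81 had 1.48 and SIGLEC15 1.57. SIGLEC15 also varied most between replicates, from 0.642 to 1.42 FPKM in vector cells and from 1.77 to 2.67 FPKM in shYB1 cells.

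Reads shared with related genes were weighed for KRT81. Of the 50-base words of its transcripts, 43.7% also occur in transcripts of KRT82, KRT83, KRT84, KRT85, KRT86 or KRT87P, so reads could have been divided between them. As listed, the relatives were far lower than KRT81, which had 0.744 to 0.844 FPKM in vector and 2.02 to 2.24 FPKM in shYB1 libraries. KRT86 rose in the same direction, from 0.0121 to 0.0201 FPKM in vector to 0.0530 to 0.113 FPKM in shYB1 libraries, a log2 ratio of means of 2.45. KRT84 had at most 0.0203 FPKM, KRT82, KRT83 and KRT85 are listed at 0 in all 6 libraries, and KRT87P was not found in the table. How the authors' tool divided shared reads is not stated, so the size of the change in KRT81 is uncertain.

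Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many genes that met the screening criteria, and the others gave at most 2. Since 10 splits cannot give a share under 0.05, by this test the higher genes cannot be told apart from a chance arrangement of the libraries, whatever the data. Whether the shYB1 libraries all carry the same shRNA is not known, and an effect of the shRNA other than through YB1 was not tested. ANGPTL4 and IL11 kept their direction and an adjusted p from limma under 0.05 in all 15 of their alternatives. That YB1 itself, and not another effect of the shRNA, accounts for their rise is a hypothesis.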

How the results depend on the processing

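Alternatives were chosen before the data were examined, except 2 that were chosen after seeing the data: a pseudocount of 0.01 with no filter on low values, and a fold change from the ratio of mean FPKM with no filter. For the changes below, the cause was not tested unless a value is given.

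The fall of YBX1 kept its direction and an adjusted p from limma under 0.05 in all 15 alternatives tried, with log2 fold changes from −1.20 to −1.13 and adjusted p-values from 1.75e-11 to 4.67e-05. The drug resistance class stayed at an adjusted p of 0.115 or more by Fisher's exact test or limma camera in all of its 19 alternatives.

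EPHA2 was higher in shYB1 cells in all 15 of its alternatives, but its adjusted p from limma rose to 0.05 or more in 7. The log2 fold change was 0.068 with median-of-ratios rescaling (adjusted p 0.116 from limma) and 0.076 with quantile normalization (adjusted p 0.0879). With a variance prior without trend and without the robust option it was 0.12 (adjusted p 0.0640 from limma). Across the 6 fits that each left out one library the log2 fold change ranged from 0.11 to 0.14, with adjusted p-values from 0.0154 to 0.0649, and 4 of these were 0.05 or more.

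By the screening criteria of the paper, the 19 lower and 4 higher genes became 9 and 0 with a pseudocount of 1, where 4078 genes had an unadjusted p under 0.05 at any fold change. With no filter they became 50 and 35, with genes of at least 5 FPKM 7 and 2, and with a fold change of 1.5 60 and 59. The higher genes were 7 with a pseudocount of 0.01, 2 with median-of-ratios rescaling, 2 with quantile normalization and 7 with the ratio of mean FPKM. With no filter, all 19 lower and all 4 higher genes were kept. With the alternatives chosen after seeing the data, 183 genes were lower and 202 higher (pseudocount of 0.01, no filter), and 162 and 183 (ratio of means, no filter). Leaving out each library in turn gave 18 to 24 lower and 3 to 6 higher genes.

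At an adjusted p under 0.05 from limma, the 723 lower and 1956 higher genes became 1253 and 1192 with median-of-ratios rescaling and 1184 and 1267 with quantile normalization. The share of higher genes changed from 73.0% to 48.8% and 51.7%. After rescaling to a common total (TPM) the counts were 778 and 1934, and the share of higher genes was 71.3%. All 723 lower genes were kept under median-of-ratios rescaling. The replicate block gave 760 and 2074, and leaving out each library 513 to 606 and 1323 to 1944.

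The ratio of distances between and within groups, 1.42, was 1.54 with a pseudocount of 1, 1.36 with a pseudocount of 0.01, 1.16 with no filter, 1.73 with genes of at least 5 FPKM and 1.38 after rescaling to a common total. It stayed above 1 in all of these.

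For the cell surface receptor signaling pathway, with an adjusted p of 0.190 by Fisher's exact test, the overlap with the lower genes was lost and the adjusted p was 1 with a pseudocount of 1 and 1 with genes of at least 5 FPKM, since IFITM1 was no longer in the list. With a pseudocount of 0.01 and no filter, chosen after seeing the data, it was 0.0176 by Fisher's exact test. In the other alternatives it stayed between 0.166 and 0.515.

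Among the 35 other genes named by the rule that were tested and are reported here, 22 kept their direction and their side of an adjusted p of 0.05 throughout. Of their changes under an alternative, 18 were weaker, 8 stronger and 12 in the other direction. The reversals were of log2 fold changes near 0, whose direction is not determined here. With median-of-ratios rescaling, VHL became −0.045, VIM −0.017, FN1 −0.0084, IMPDH1 −0.038 and CAV1 −0.0062. With quantile normalization, VHL became −0.051 and IMPDH1 −0.035. Leaving out each library gave −0.033 to 0.050 for VHL and −0.021 to 0.064 for IMPDH1.

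Without counts, the sampling error of low genes cannot be separated from other variation, which limits the genes near the filter: 71.8% of the genes called by the screening criteria with no filter had a mean under 1 FPKM.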

Differences from the paper's values

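The paper's values here were read by eye from its figures.

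By the screening criteria, 19 genes were lower in shYB1 cells, against the paper's about 89 in Fig. 3b, read by eye. Among the alternatives set before the data were examined, a fold change of 1.5 in place of 2 gave 60 genes, within the limit for a difference used here, and the others did not come within it. With no filter on low values 50 genes were lower. The 2 alternatives chosen after seeing the values passed beyond the paper's count, with 183 genes (pseudocount of 0.01, no filter) and 162 genes (ratio of mean FPKM, no filter).

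The higher genes numbered 4, against the paper's about 99 in Fig. 3b, read by eye. None of the alternatives set before the data were examined closed the gap. The nearest was a fold change of 1.5, with 59 genes. The alternatives chosen after seeing the values gave 202 and 183 genes.

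For the cell surface receptor signaling pathway, −log10 of the unadjusted p was 1.35, against the paper's about 2.5 in Fig. 3c, read by eye. None of the alternatives set before the data were examined closed the gap. With a pseudocount of 0.01 and no filter on low values, a setting chosen after seeing the values, it was 2.40.

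The immune system class of KEGG held 12 lower genes, against the paper's about 24 in Fig. 3d, read by eye, and none of the alternatives set before the data were examined closed the gap. A pseudocount of 0.01 with no filter, chosen after seeing the values, gave 24.

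Drug resistance held 2 lower genes, against the paper's about 4 in Fig. 3d, read by eye. With no filter on low values it held 4, and the other alternatives set before the data were examined did not close the gap. With a pseudocount of 0.01 and no filter, chosen after seeing the values, it held 5, with an adjusted p of 0.308 by Fisher's exact test, in a range of 0.115 to 1 over the alternatives.

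Folding, sorting and degradation held 1 lower gene, against the paper's about 2 in Fig. 3d, read by eye, and none of the alternatives set before the data were examined closed the gap. A pseudocount of 0.01 with no filter, chosen after seeing the values, gave 2.

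Cell growth and death held 2 lower genes, against the paper's about 6 in Fig. 3d, read by eye. With no filter on low values it held 4, which is within the limit for a difference used here, and the other alternatives set before the data were examined did not close the gap. A pseudocount of 0.01 with no filter, chosen after seeing the values, gave 8.

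The paper states that YB1 knockdown did not significantly change EphA2 mRNA. Here EPHA2 had a log2 fold change of 0.12 and an adjusted p of 0.0178 from limma. The adjusted p from limma was 0.05 or more with median-of-ratios rescaling (0.116), with quantile normalization (0.0879) and with a variance prior without trend and without the robust option (0.0640). It was also 0.05 or more in 4 of the 6 fits that each left out one library, and it ranged from 0.0128 to 0.116 over the alternatives. By the paper's own criteria, which ask for a fold change of 2, EPHA2 was not called under any setting here.

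The paper states that the lower genes were enriched in drug resistance, protein folding and degradation, cell motility, cell growth and cell death. The adjusted p-values from Fisher's exact test were 0.360, 1, 0.360 and 0.841 for the drug resistance, folding, cell motility, and cell growth and death classes. For the cell surface receptor signaling pathway, which the paper names from its GO analysis, the adjusted p was 0.190, and it was under 0.05 only with a pseudocount of 0.01 and no filter (0.0176), a setting chosen after seeing the values, in a range of 0.0176 to 1.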

Other observations

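Of the tests in this part, those of whether a few genes carry the complement set, of reads shared between YBX3 and YBX1, of scaling for EPHA2, and of the proteasome and ABC transporter hypotheses were set before their results were seen, and the others were chosen only after the result was seen.

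More genes were higher than lower in shYB1 cells at an adjusted p under 0.05 from limma, 1956 against 723, or 73.0% of the calls. After rescaling by median-of-ratios size factors, higher genes made up 48.8%, and after rescaling to a common total (TPM) 71.3%. The size factors were 0.967 to 0.993 in vector and 1.02 in shYB1 libraries. Median-of-ratios rescaling moves the median log2 fold change from 0.055 to 0.00099, so a share near 50% is built into it. It cannot tell an effect of scaling from a true shift of many genes toward higher expression. Spearman's correlation of the log2 fold change across genes was −0.0596 with GC content and 0.000653 with transcript length, which does not point to either. Of the 10 splits of the libraries, 1, the real one, gave as many genes at an adjusted p under 0.05, and the others gave at most 1 gene. The same held for the genes by the screening criteria, where 1 of the 10 splits, the real one, gave as many, and the others at most 2. Of the 10 splits, 4 part all 3 pairs of libraries with the same number, the real one included, and the other 6 part 1 pair. Neither 4 nor 10 splits can give a share under 0.05.

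With no filter on low values, 71.8% of the genes that met the screening criteria had a mean under 1 FPKM. The filter is defined on that mean, so this share describes the calls and does not test why they were made.

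Of 294 KEGG pathways tested with limma camera, 29 shifted toward lower and 6 toward higher expression in shYB1 cells at an adjusted p under 0.05. As many pathways were found in 1 of the 10 splits of the libraries, the real one, and in the other splits at most 7. For the sequencing data, the paper shows KEGG results by class (Fig. 3d). Complement and coagulation cascades was among those shifted lower: 20 of its 27 tested genes were lower, 13 of them and 4 of the higher ones at an adjusted p under 0.05 from limma, and the median log2 fold change was −0.28 (camera adjusted p 5.05e-08, range 6.58e-09 to 0.000691 over the alternatives). With the replicate block the camera adjusted p was 3.92e-07. C3, CFI, C1S and F3, named after their values were seen, had log2 fold changes of −1.14, −1.27, −1.05 and 0.66, with these directions under every alternative tried. After median-of-ratios rescaling the camera adjusted p was 1.18e-05, but camera compares a set with the other genes, so a scaling that moves all genes alike is not expected to remove the shift, and the test says little on scaling. Regression of the limma statistics on GC content, transcript length and expression was tested with camera's form for given statistics (cameraPR), whose values differ from those of camera itself. Its adjusted p was 5.61e-25 before and 2.52e-25 after the regression. The regression, with smooth terms fitted over all genes, explained 1.74% of the variance of the statistics, and the mean statistic of the set relative to the other genes was −7.28 before and −7.27 after it, so little of the shift followed these properties as modelled. None of 10000 random sets matched on mean expression had a median as low (percentile 0), but the pathway was picked for its shift, so this only describes its size. Without the 7 genes that met the screening criteria the median was −0.073, close to 0. A camera p as small was given by 1 of the 10 splits, the real one, with 3.43e-10 against at least 1.85e-05 in the others. Of the other 9, each of which mixes the groups, 2 also had a camera adjusted p under 0.05 for this pathway, the smaller 0.00423. As 10 splits cannot give a share under 0.05, by this test the pattern cannot be told apart from a chance arrangement of the libraries, whatever the data. A lower complement expression with YB1 knockdown is a hypothesis from these values.

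The paper concludes that YB1 keeps EphA2 protein from degradation by the proteasome, which raised the hypothesis that YB1 knockdown raises the mRNA of proteasome genes. Of the 42 tested genes of the KEGG proteasome, 38 were higher in shYB1 cells, 20 of them at an adjusted p under 0.05 from limma. After median-of-ratios rescaling, 14 were higher and 0 lower at that threshold. Under FPKM as deposited, the median log2 fold change was 0.17 against 0.055 for all genes tested. The camera adjusted p was 0.000350 toward higher expression, and 6.09e-06 to 0.00319 over the alternatives. After median-of-ratios rescaling it was 0.00106, which, as for the complement genes, says little on scaling. With cameraPR it was 0.00109 before and 0.00311 after regression on GC content, transcript length and expression, and the mean statistic relative to the other genes was 2.33 before and 2.13 after, so a small part of the shift followed these properties as modelled. A camera p as small was found in 1 of the 10 splits, the real one, with 4.77e-06 against 2.18e-05 in the nearest other split, where the camera adjusted p was 0.00320, the 1 of the other 9 splits with a value under 0.05. By this test, too, the pattern cannot be told apart from a chance arrangement of the libraries. The shift is small for each gene, and proteasome activity was not analysed here.

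The hypothesis that YB1 knockdown lowers the mRNA of ABC transporters, which remove drugs from cells, was not borne out at an adjusted p under 0.05. For the 19 tested genes of that KEGG pathway the camera adjusted p was 0.253, in a range of 0.175 to 0.366 over the alternatives. The direction was toward lower expression in every alternative. The unadjusted camera p was 0.0617, and 0.0327 to 0.104 over the alternatives, so a small fall is not excluded.

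YBX3, a paralog of YBX1 named after its values were seen, was lower in shYB1 cells, at 98.0 ± 1.28 FPKM in vector and 70.7 ± 5.93 FPKM in shYB1 libraries (SD, n = 3 each), a log2 fold change of −0.48 with an adjusted p of 0.000236 from limma and all 3 shYB1 libraries below all 3 vector libraries. Its transcripts shared 0 of 9148 50-base words with YBX1, so reads shared with YBX1 are an unlikely source. After median-of-ratios rescaling the log2 fold change was −0.53, a move of −0.055 that could not have removed the fall. Regulation by YB1 and an action of the shRNA on YBX3 mRNA itself both remain open, since the sequence of the shRNA was not used here.

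EPHA2 was slightly higher in shYB1 cells. After median-of-ratios rescaling its adjusted p from limma was 0.116 (range 0.0128 to 0.116 over the alternatives). This rescaling centres the median of all genes, so it cannot tell an effect of scaling from a true shift of many genes. The adjusted p from limma was also 0.05 or more with no change of scaling. It was 0.0640 with a variance prior without trend and without the robust option, and 0.0502 to 0.0649 in 4 of the 6 fits that each left out one library. After rescaling to a common total (TPM) it was 0.0162. The difference lies near the threshold, and it cannot be told apart from an effect of scaling.

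Of 9 mesenchymal markers that the paper names, 6 were tested, and 2 were lower at an adjusted p under 0.05 from limma, MMP2 with a log2 fold change of −0.24 and SNAI1 with −0.13, while SNAI2 was higher by 0.30. Lower mesenchymal marker mRNA in shYB1 cells was thus not general among the markers tested. TWIST1 and TWIST2 are listed at 0 in every library, and MMP9 and the epithelial markers CDH1 and OCLN were below the filter. The adjusted p of SNAI1 from limma was 0.05 or more in 6 of its 15 alternatives. Of the 29 genes that the paper names and that are reported here, 24 were tested, and 11 had an adjusted p under 0.05 from limma over all genes tested, 7 lower and 4 higher. With adjustment over the 24 alone the number was 13. HIF1A fell by 0.47, MAPK3 by 0.36, SOX4 by 0.35 and STAT3 by 0.25 on the log2 scale, AXL rose by 0.53, and GAPDH, a common reference gene, rose by 0.12, with an adjusted p from limma under 0.05 in 7 of its 15 alternatives.

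As many lower genes of the cell surface receptor signaling pathway, judged by the p from Fisher's exact test, were found in 1 of the 10 splits, the real one, and the same was found for the drug resistance class in 1 of the 10 splits. The other splits gave at most 2 genes by the screening criteria, so they had almost no genes that could overlap, and 10 splits cannot give a share under 0.05. By this test, therefore, neither result can be told apart from a chance arrangement of the libraries, whatever the data.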
